# Towards resolution of the intron retention paradox in breast cancer

**DOI:** 10.1186/s13058-022-01593-1

**Published:** 2022-12-29

**Authors:** Jaynish S. Shah, Michael J. G. Milevskiy, Veronika Petrova, Amy Y. M. Au, Justin J. L. Wong, Jane E. Visvader, Ulf Schmitz, John E. J. Rasko

**Keywords:** Alternative splicing, Patient stratification, Luminal B breast cancer, Adipocytes, Cancer transcriptomics

## Abstract

**Background:**

After many years of neglect in the field of alternative splicing, the importance of intron retention (IR) in cancer has come into focus following landmark discoveries of aberrant IR patterns in cancer. Many solid and liquid tumours are associated with drastic increases in IR, and such patterns have been pursued as both biomarkers and therapeutic targets. Paradoxically, breast cancer (BrCa) is the only tumour type in which IR is reduced compared to adjacent normal breast tissue.

**Methods:**

In this study, we have conducted a pan-cancer analysis of IR with emphasis on BrCa and its subtypes. We explored mechanisms that could cause aberrant and pathological IR and clarified why normal breast tissue has unusually high IR.

**Results:**

Strikingly, we found that aberrantly decreasing IR in BrCa can be largely attributed to normal breast tissue having the highest occurrence of IR events compared to other healthy tissues. Our analyses suggest that low numbers of IR events in breast tumours are associated with poor prognosis, particularly in the luminal B subtype. Interestingly, we found that IR frequencies negatively correlate with cell proliferation in BrCa cells, i.e. rapidly dividing tumour cells have the lowest number of IR events. Aberrant RNA-binding protein expression and changes in tissue composition are among the causes of aberrantly decreasing IR in BrCa.

**Conclusions:**

Our results suggest that IR should be considered for therapeutic manipulation in BrCa patients with aberrantly low IR levels and that further work is needed to understand the cause and impact of high IR in other tumour types.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13058-022-01593-1.

## Background

Pre-mRNA splicing is a ubiquitous process that is crucial for the maintenance of transcriptomic complexity and gene expression regulation in eukaryotic cells [1, 2]. Perturbations to this highly calibrated system can have severe consequences and lead to diseases including cancer [3–6]. In this context, numerous studies describing intron retention (IR) in disease have shed light on the mechanisms leading to aberrant and pathological IR [7–9].

The importance of IR in cancer has been emphasized following landmark discoveries about (i) aberrant IR patterns in leukaemia [10, 11], (ii) IR as a source of neoepitopes [12], (iii) tumour suppressor gene inactivation by intronic polyadenylation [13], (iv) IR-based biomarkers [14, 15], and (v) IR as a therapeutic target [16].

IR is regulated by *cis*- and *trans*-acting modulators [2, 17, 18] facilitating cellular responses to a range of environmental stimuli [19]. Intron-retaining mRNA transcripts are often degraded via nonsense-mediated decay (NMD), thereby causing downregulation of the host gene. The burden of IR in disease is governed by perturbations to mechanisms known to regulate this form of alternative splicing, including mutations, splicing factor dysregulation, and epigenetic variations.

However, despite the cumulative evidence for the importance of IR in cancer, a systematic analysis of IR regulation in breast cancer (BrCa) and the role of aberrant IR in BrCa biology has not been conducted to date. In this study, we sought to resolve the paradox wherein breast cancer exhibits reduced IR, which is an important consequence of alternative splicing.

We analysed 615 BrCa patient transcriptomes which included four major molecular subtypes (Luminal A, Luminal B, Basal, and Her2 positive). We confirmed a consistent downregulation of IR in BrCa. However, we also observed that normal breast tissue has a significantly higher IR event frequency compared to other healthy tissues. The number of IR events correlated with survival in the luminal B BrCa subtype. Differences in IR frequencies are largely influenced by the tissue’s cellular composition as well as specific dysregulated RNA-binding proteins (RBPs).

## Methods

### RNA-sequencing data/patient samples

We retrieved data from nine tumour types and healthy adjacent tissue, including 615 BrCa patient samples generated by the TCGA. We used TCGA metadata to assign the samples to molecular subtypes (i.e. Luminal A, Luminal B, human epidermal growth factor receptor 2 (HER2)-enriched, and Basal-like) based on the PAM50 classification system. On one occasion (Additional file 1: Fig. S2C), we grouped samples based on the immunohistochemical (IHC) score for HER2.

Only samples for which sequencing had been performed at > 40 M read depth were selected for analysis. Moreover, only tumour types with at least 20 matched tumour/normal tissue samples were considered. RNA-seq data were downloaded as BAM files using the R/Bioconductor package TCGAbiolinks [20] and the command-line tool gdc-client v1.4.0 (github.com/NCI-GDC/gdc-client) under an approved data access application. All files were checked for integrity. Harmonized gene expression data in the form of HTseq counts (RRID:SCR_005514) [21] were downloaded using TCGAbiolinks (RRID:SCR_017683).

### mRNA-sequencing and data analysis—MCF7 and MCF10A cells

Total RNA was isolated from MCF7 and MCF10A cells using TRIzol (Invitrogen). The RNA quality was assessed using RNA 6000 Nano Chips on an Agilent Bioanalyzer (Agilent Technologies) to confirm an RNA integrity score of > 7.0. mRNA-seq was performed by Macrogen (Korea; RRID:SCR_014454) using the Illumina Hi-Seq 2000 platform. RNA-seq libraries were prepared from > 1 μg of total RNA using TruSeq RNA sample prep kit (Illumina) according to the manufacturers’ instructions.

### Differential IR and gene expression analyses

IR was quantified using IRFinder v1.2.0 [17], using the Ensembl human genome (hg38, release 86; RRID:SCR_002344) as reference. The IRFinder algorithm measures 20 parameters for IR detection in each sample, including the median number of reads mapping to each nucleotide across the intron length (intron depth, ID), the ratio of nucleotides within an intron with mapped reads (coverage), the number of reads that map to the 5′ flanking exon and to another exon within the same gene (splice left, SL), the number of reads that map to the 3′ flanking exon and to another exon within the same gene (splice right, SR), the number of reads spanning the exon-exon junction (splice exact, SE) as well as the IR ratio:

$$\frac{\mathrm{ID}}{\mathrm{ID}+\mathrm{ max}(\mathrm{SL},\mathrm{ SR})}$$

Some selection criteria for IR events were chosen to minimize the chance of false positive IR calling while at the same time maintaining sufficient sensitivity to avoid too many false negative events. The following criteria were used for quantifying the number of IR events in a sample:

1. $$0.7\le \frac{\mathrm{SL}}{SR}\le 1.3;$$
  This filter ensures that introns are flanked by constitutive exons.
2. $$(\mathrm{SL}+\mathrm{SR})>10$$ in ≥ 50% of samples;
  Flanking exons need to be well expressed in most samples to avoid false positive IR events.
3. $$\mathrm{coverage}>0.5$$ in ≥ 50% of samples;
  Only introns with extensive coverage in the majority of samples are considered to prevent confounding factors that could lead to false IR calling.
4. $$\mathrm{IR}>0.05$$ in ≥ 50% normal or cancer samples.
  We included only samples with at least 40M reads to facilitate accurate IR quantification. We considered a 5% inclusion rate for IR to be of biological relevance.

The number of IR events in a sample was determined based on introns with an IR ratio > 0.1 and meeting the filtering criteria described above. Introns not meeting these criteria were not considered as being retained. Beta regression was used to identify differentially retained introns (dIR) between cancer and adjacent normal tissues using the betareg R package [22]. Since IR ratios are proportional data with values between 0 and 1, we reasoned that beta regression was best suited to model IR and identify dIRs between normal and cancer tissues. An absolute difference in the IR ratio (ΔIR = IR_Cancer_ − IR_Normal_) of more than 0.1 with FDR-adjusted *p* < 0.05 was considered significant.

Dimensionality reduction, i.e. principal component analysis (PCA), of IR profiles was performed using the package factoextra (github.com/kassambara/factoextra).

Differential gene expression between normal breast tissue and BrCa was performed using the DESeq2 package (RRID:SCR_000154) [23]. Genes with an average read count > 10 in all samples were selected for differential gene expression analysis (*n* = 23,072). Genes with an absolute log2 fold change > 1 and FDR-adjusted *p* < 0.05 were considered significant. To identify genes that were specifically differentially expressed in BrCa, we removed genes that were differentially expressed in any of the other 8 cancers and determined specificity by computing the z-score on log fold change using the log fold change observed in BrCa as reference.

### Gene Ontology and RBP analyses

Gene Ontology analysis was performed using the clusterProfiler package (RRID:SCR_016884) [24]. The false discovery rate (FDR) approach was used for multiple testing correction. The list of 1542 RBPs was taken from Gerstberger et al*.* [25].

### Survival analysis

Patient survival data were provided by the TCGA consortium. Survival analysis was performed using packages Surv and survminer (github.com/kassambara/survminer).

### RNA-binding protein motif detection

RNA-binding protein (RBP) motifs in position weight matrix format (PWM) were retrieved from the ATtRACT database (version 0.99β) [26], which contains 1196 motifs corresponding to 160 human RBPs. Sequences of 100 nt were extracted from the regions flanking retained and non-retained introns and scanned for the presence of motifs using the fimo tool provided by the meme suite [27].

## Results

### IR in breast tumours is reduced in contrast to high occurrence in normal breast tissue

To compare IR profiles across human cancers, we retrieved transcriptomics data for nine different solid tumours and matched adjacent normal tissues from The Cancer Genome Atlas (TCGA; Fig. 1A) and quantified IR using the IRFinder algorithm, which we have previously validated [17]. Overall, we identified a total of 11,943 unique IR events, of which 917 were shared among all nine cancers analysed.

**Fig. 1:**
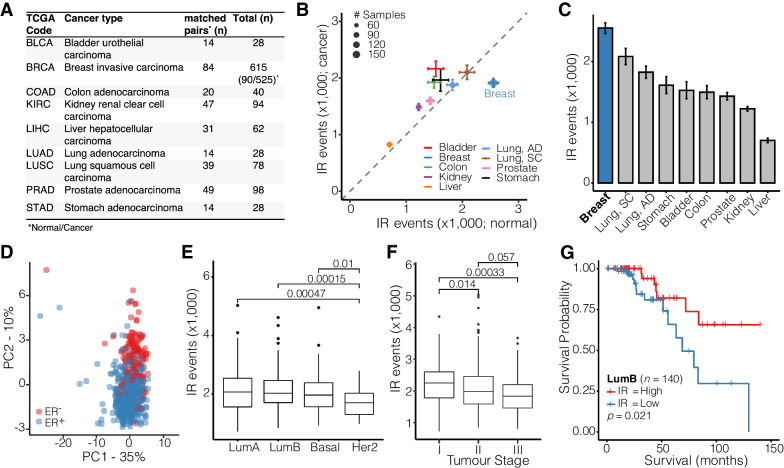
Breast cancer intron retention in the TCGA cohort. **A** Overview of TCGA samples analysed. **B** Scatter plot illustrating the average number of IR events in cancers vs adjacent normal tissues. Error bars indicate standard deviations. The size of the dots is proportional to the number of samples analysed. **C** Bar plot showing the average number of IR events in normal tissues in descending order. Error bars represent standard error of the mean. **D** PCA plot showing clusters of specific IR profiles in ER positive and ER negative tumour samples (*n* = 509). **E** Distributions of IR event frequencies in four major BrCa subtypes (LumA—Luminal A; LumB—Luminal B; Basal, HER2—human epidermal growth factor receptor 2 positive). **F** Distributions of IR event frequencies in tumour samples assigned to three tumour stages. **G** Kaplan–Meier plot illustrating the survival probabilities of Luminal B BrCa patients stratified by a high vs low number of IR events. Samples have been dichotomized based on the median number of IR events

Our analyses confirmed a previous report that BrCa is the only cancer in which the number of IR events is reduced compared to normal adjacent tissue (Fig. 1B) [28]. All other cancers exhibit increased IR compared to their matched adjacent normal tissue (Fig. 1B). However, we also noticed that the number of IR events in breast cancer itself was comparable with other cancers, while normal breast tissue presented with unusually high numbers of IR events (Fig. 1B). In fact, normal breast tissue had the highest IR frequencies compared to all other normal tissues (Fig. 1C). Therefore, reduced IR in tumours, which is unique to BrCa, can be largely attributed to normal breast tissue having the highest occurrence of IR events.

We applied beta regression models to identify differentially retained introns (dIRs) and found 3024 dIRs between normal and breast cancer (Additional file 1: Fig. S1A). Of these 210 were downregulated (in 160 genes) and 69 were upregulated (in 52 genes) with a ≥ 10% difference in the IR ratio (ΔIR ≥ 0.1). Downregulated IR events in BrCa are associated with processes related to cell cycle, nuclear division, and DNA replication among others (Additional file 1: Fig. S1B).

### High IR is associated with improved survival in Luminal B subtype breast cancer

Next, we explored whether the specific pattern of IR in BrCa is associated with clinical features. As shown in Additional file 1: Fig. S2A and Fig. 1D, IR patterns were distinct between BrCa vs normal tissues as well as oestrogen receptors positive (ER^+^) vs negative (ER^−^) samples, respectively. The human epidermal growth factor receptor 2 (HER2) amplified molecular subtype had the lowest average number of IR events (*n* = 1731) compared to the other three main subtypes Luminal A (*n* = 2089), Luminal B (*n* = 2113), and Basal (*n* = 2018) (Fig. 1E). Strikingly, HER2-amplified tumours are associated with a 2.9-fold increased hazard ratio (*p* = 0.001, Additional file 1: Fig. S2B). Moreover, advanced stage tumours (Stage III) had the lowest average number of IR events (*n* = 1913) compared to Stage II (*n* = 2064) and Stage I (*n* = 2210) tumours (Fig. 1F). Likewise, those tumours with the highest immunohistochemical (IHC) staining score for HER2 (score: 3) exhibited the lowest average number of IR events (*n* = 1825) compared to score 1 (*n* = 2095) or score 2 (*n* = 2137) tumours (Additional file 1: Fig. S2C). We also found that a high number of IR events is associated with better survival in patients with the Luminal B subtype (Fig. 1G; Additional file 1: Fig. S2D). Though, Luminal B is the only subtype where high IR is associated with a survival advantage (Additional file 1: Fig. S2E). Interestingly, the trend is reversed (although not significant) in Her2 positive breast tumours that do not belong to the luminal B subtype.

### Putative *trans*-regulators of IR in breast cancer

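Gene expression set the 4 libraries apart by epithelial lineage, 2 of them from MCF10A, a non-tumorigenic breast epithelial cell line, and 2 from MCF7, an oestrogen receptor-positive breast cancer cell line. Of 20 basal epithelial genes, all 20 were higher in MCF10A, and of 20 luminal and oestrogen receptor genes, all 20 were lower (adjusted p under 0.05 and a log2 fold change over 1 in size from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). When adjusted over the list alone, the counts were again 20 and 20. Both lists had an adjusted p = 1.9e-12 from camera, a set test, and an adjusted p = 0.13 with an estimated correlation. ESR1, which encodes the oestrogen receptor, had 8 and 5 reads in the MCF10A libraries and 2256 and 2184 in the MCF7 libraries, a log2 fold change (MCF10A over MCF7) of -7.84 (standard error 0.22, adjusted p = 1.9e-07 from the same edgeR test). TFF1, which encodes a secreted peptide induced by oestrogen, had 0 and 1 reads in MCF10A and 28193 and 30033 in MCF7. GATA3, a transcription factor of luminal cells, and the luminal keratins KRT8 and KRT18 had log2 fold changes of -3.89, -4.37 and -4.46. KRT5, a keratin of basal cells, had 63511 and 93431 reads in MCF10A and 19 and 12 in MCF7, a log2 fold change of 12.84 (standard error 0.32). KRT14, its partner in basal cells, had 17040 and 24971 reads in MCF10A and no read in MCF7, and was at least 20588-fold higher, with a floor of 3 reads over the MCF7 libraries. KRT6A, KRT14 and KRT17 have near-identical copies in the genome that may share reads with them. VIM, an intermediate filament of mesenchymal cells, and TP63, a transcription factor of basal cells, had log2 fold changes of 9.42 and 3.49.
Total RNA was isolated with TRIzol and made into libraries with an Illumina TruSeq RNA kit. The authors aligned the reads with STAR and ran IRFinder 1.2.0 with Ensembl release 86 on hg38 (GRCh38). Its strand-specific tables list 239983 introns for each library, while neither the paper nor the labels state whether the libraries kept the strand. For each intron they give the reads that cross each exon-intron boundary unspliced, the reads spliced at its left end, at its right end or at both ends, the depth of reads within the intron, and the IR ratio, which is the intron depth divided by the sum of that depth and the spliced reads. The reads spliced exactly over an intron came to 24561532 and 26521440 in the MCF10A libraries and to 32707706 and 33942090 in the MCF7 libraries. Their sum over the introns of a gene served here as the measure of its expression, scaled by TMM, and 13202 genes had enough reads to be tested. Of these, 3427 were higher and 2915 lower in MCF10A at the thresholds above. The spread between the MCF10A libraries was wider than between the MCF7 libraries: for genes with at least 50 reads, chi-square per degree of freedom, which is about 1 when libraries differ by sampling alone, was 40.5 in MCF10A and 2.43 in MCF7.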

To confirm that differences between tumour and normal breast tissue can be observed in vitro, we sequenced the transcriptomes of cultured ER^+^ MCF7 cells and non-tumorigenic MCF10A cells. Indeed, we observed a similar trend as in the TCGA cohort (Fig. 2A) and found that higher IR in the breast epithelial cell line (MCF10A) was associated with reduced gene expression (Additional file 1: Fig. S3). 

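Retention was higher in MCF10A for most introns that differed, among them introns of the splicing genes TIA1, DDX39B, TRA2A and SNRPA1. Of 14982 introns tested, 1366 introns of 985 genes had higher retention in MCF10A and 213 introns of 173 genes had lower retention (adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and a difference in mean IR ratio over 0.1). The higher introns made up 86.5% of the calls. With unspliced and spliced reads scaled by TMM, which lowers the median log2 ratio over all introns from 0.97 to 0.28, 792 introns were higher and 286 lower, so that 73.5% of the calls were higher. With this ratio lowered by its full median and the difference taken from an MCF7 IR ratio raised by the same factor, 438 introns were higher and 967 lower than this general rise. Among the introns tested, 11859 (79.2%) had a higher mean IR ratio in MCF10A, with medians of 0.0760 in MCF10A and 0.0372 in MCF7. In 11405 introns (76.1%), the libraries of one cell line both lay above those of the other, where chance gives 33.3% for a single intron. The introns share the general rise, so they are not independent and this share does not test single introns. The test compared the reads that cross the exon-intron boundaries unspliced with the sum of the reads spliced at each end. A read spliced at both ends counts for each of them in this sum. Covered were introns kept by the criteria of the paper on splicing balance, spliced reads, coverage and IR ratio.
Introns of the 33 listed splicing kinases and auxiliary splicing factors were higher in 14 of 72 cases, in 13 of 24 genes with an intron tested (14 when adjusted over the list alone). The list had an adjusted p = 1.1e-11 from camera, and an adjusted p = 0.21 with an estimated correlation. TIA1 encodes a protein that binds U-rich sequences next to weak donor sites. Its intron on chromosome 2 from 70224630 to 70227734 of hg38 had an IR ratio of 0.325 ± 0.0749 (SD, n = 2) in MCF10A and 0.0467 ± 0.00329 (SD, n = 2) in MCF7, a log2 ratio of unspliced to spliced reads (MCF10A over MCF7) of 3.79 (standard error 0.27, adjusted p = 1.6e-28 from the same edgeR test). DDX39B, which encodes an RNA helicase of early spliceosome assembly and mRNA export, had an intron on chromosome 6 from 31532912 to 31535366 with 0.546 ± 0.0601 (SD, n = 2) in MCF10A and 0.207 ± 0.00586 (SD, n = 2) in MCF7, a log2 ratio of 2.31 (standard error 0.19). RBM25, a splicing factor that binds exonic enhancers, and the kinases CLK4 and CLK1, which phosphorylate SR proteins, each had an intron with higher retention, with log2 ratios of 3.27, 2.99 and 2.09. The helicases DDX17 and DDX5 had log2 ratios of 2.25 and 1.62.
Among SR proteins, 4 of 10 introns were higher (4 when adjusted over the list alone), in TRA2A, SRSF11 and SRSF10, with an adjusted p = 3.2e-04 from camera and an adjusted p = 0.36 with an estimated correlation. TRA2A, which promotes the inclusion of exons with GAA repeats, had the largest of these differences, an IR ratio of 0.20 ± 0.0338 (SD, n = 2) in MCF10A and 0.0123 ± 0.00148 (SD, n = 2) in MCF7 for its intron on chromosome 7 from 23521841 to 23531788. In core spliceosome genes, 5 of 21 introns were higher (5 when adjusted over the list alone), in SNRPA1, PRPF3 and SNRPE, with an adjusted p = 6.6e-06 from camera and an adjusted p = 0.21 with an estimated correlation. SNRPA1 encodes a protein of the U2 snRNP, and its intron on chromosome 15 from 101285802 to 101286213 had a log2 ratio of 4.29 (standard error 0.27, adjusted p = 1.6e-33 from the same edgeR test). Of 25 introns in genes of nonsense-mediated decay factors, 2 were higher, in SMG1 and SMG9 (2 when adjusted over the list alone), with an adjusted p = 0.0041 from camera and an adjusted p = 0.21 with an estimated correlation. This is about the share over all introns tested, 1366 of 14982. Cell cycle genes had 3 of 12 introns higher, in MCM7, which encodes a subunit of the replicative helicase, and in the mitotic kinase gene AURKB (3 when adjusted over the list alone, camera adjusted p = 0.29). Luminal genes had 2 of 24 introns higher, in ERBB3 and MLPH, and 1 lower, in MLPH (2 and 1 when adjusted over the list alone, camera adjusted p = 0.20). In basal epithelial genes, 6 of 25 introns were lower, all in CCN2 and CCN1, which encode matricellular proteins, while at an unadjusted p under 0.05, 9 were higher and 10 lower (7 lower when adjusted over the list alone, camera adjusted p = 4.5e-05, and adjusted p = 0.21 with an estimated correlation). The 4 introns tested of CCN2 had at most 14 reads of either kind in each MCF7 library. In oxidative phosphorylation genes, 0 of 6 introns were called by edgeR (also 0 when adjusted over the list alone) and 0 by DESeq2, while 4 were higher at an unadjusted p under 0.05 (camera adjusted p = 0.20). Of 4 introns in markers of adipocytes, fibroblasts, endothelial and blood cells, 1 was higher, in COL1A1 (1 when adjusted over the list alone, camera adjusted p = 0.16).
With the log2 ratio lowered by its full median in the edgeR test, the calls fell to 6 higher and 1 lower for splicing kinases and auxiliary splicing factors, to 1 higher for SR proteins, to 4 higher for the core spliceosome and to 1 higher for luminal genes. For nonsense-mediated decay factors and cell cycle genes, 0 were called by edgeR in that setting (7 higher and 0 lower, and 3 higher and 2 lower, at an unadjusted p under 0.05), while TMM called 1 and 2 higher and DESeq2, without centring, 2 and 3. Basal epithelial genes then had 9 introns lower and 1 higher, hnRNP protein genes 4 higher and 2 lower, and oxidative phosphorylation genes and the markers of adipocytes, fibroblasts, endothelial and blood cells 1 lower each.
Spliced reads gave the expression of the genes with these introns. The 961 genes tested that had only introns with higher retention in MCF10A had a median log2 fold change of -0.09, against -0.02 for all genes, and 189 of them were called higher and 183 lower in MCF10A. Camera, which compares such a group with all other genes, gave an adjusted p = 0.51. The 151 genes with only introns of lower retention had a median of 0.76, with 65 called higher and 14 lower (camera adjusted p = 1.2e-04, and adjusted p = 0.43 with an estimated correlation). Without MCF10A replicate 1, 893 introns were higher, without MCF7 replicate 1, 872 were higher and 107 lower, without MCF7 replicate 2, 794 were higher and 118 lower, and without MCF10A replicate 2, 129 were lower, with fewer introns tested in each case. DESeq2 called 880 introns higher and 107 lower, and a count of the less covered boundary alone called 411 and 44. The median log2 ratio was 1.52 in the fifth of introns with the lowest GC content and 0.23 in the fifth with the highest. From Fig. 2A, the paper states that IR in these cell lines follows a similar trend as in the TCGA cohort, and from Fig. S3 that higher IR in MCF10A was associated with reduced gene expression.

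**Figure D1:**
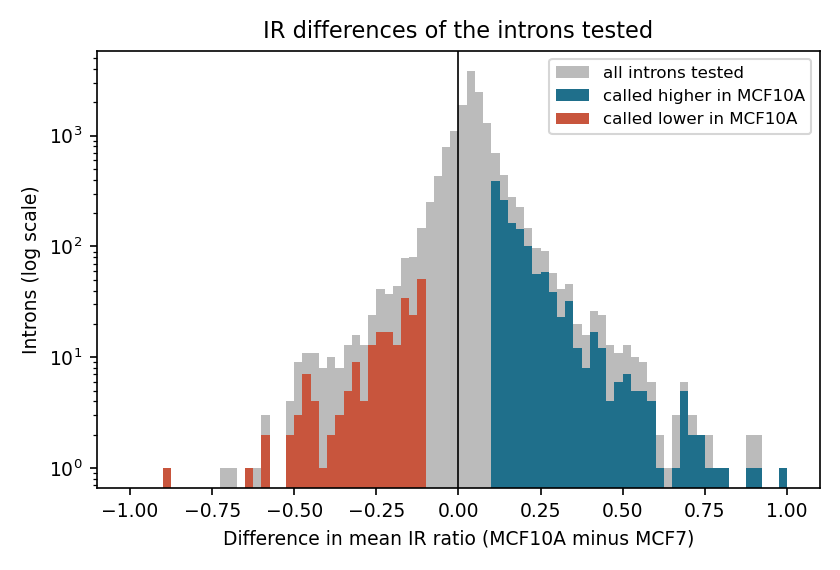
Histogram of the difference in mean IR ratio (MCF10A minus MCF7, x axis) of the 14982 introns tested, with the number of introns on a log scale (y axis). Grey bars stand for all introns tested, and the coloured bars in front of them for the 1366 introns called higher and the 213 called lower in MCF10A.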

We also analysed sequencing data (Sequence Read Archive; SRA) of other cell lines representing each of the molecular subtypes (Additional file 1: Table S1). Comparing the number of IR events, we observed a similar trend as with the TCGA tumour samples, except for HER + HCC1419 cells, which have on average more IR events (though not significant) than cell lines of other subtypes (Additional file 1: Fig. S4).

**Fig. 2:**
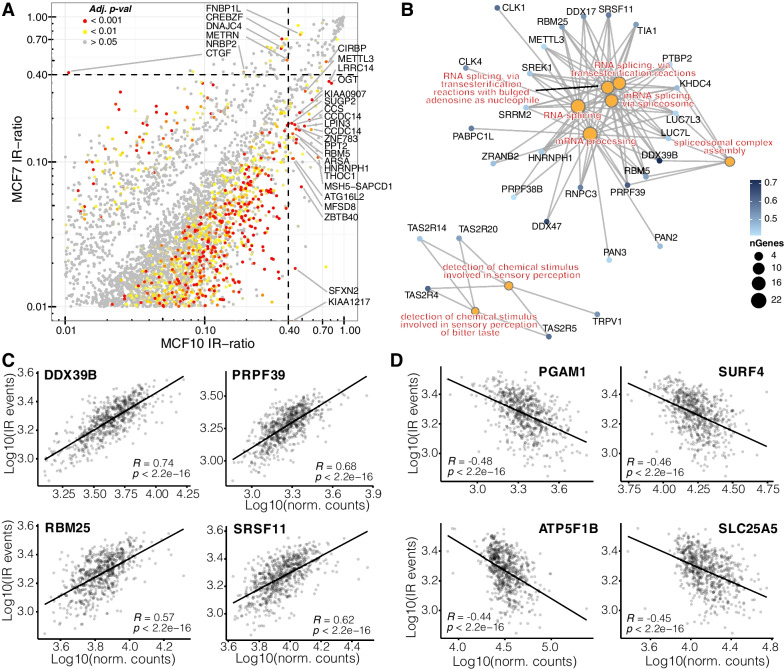
Putative regulators of intron retention in breast cancer. **A** Scatterplot showing differentially retained introns (dIR) between MCF7 and MCF10A cells. Genes associated with significant dIR events (*p*-adj. < 0.001) and IR ratios > 0.4 are labelled. Given the low number of replicates (*n* = 2), we have applied the Audic and Claverie test [29] for significance testing. **B** Enriched GO terms in genes positively correlated with IR. Circle size of the GO terms (orange) is denoted by the number of genes associated with them. **C** RNA splicing associated genes that most highly correlate with the number of IR events in each sample. The scatterplots illustrate the log10 number of IR events against the log10 normalized read counts for each gene. **D** Genes that most strongly anti-correlate with the number of IR events in each sample

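Of the 27 genes labelled in Fig. 2A, 19 had higher retention in MCF10A in the intron with the largest difference, 5 had lower retention and 3 were not called. Introns were matched to these genes by name alone, and those of the 3 genes not called may not be the ones shown there. HNRNPH1, which encodes a splicing factor that binds G-rich sequences, was among the higher genes. Its intron 3 of 13, on chromosome 5 from 179621036 to 179621241 of hg38, had an IR ratio of 0.451 ± 0.0634 (SD, n = 2) in MCF10A and 0.143 ± 0.00902 (SD, n = 2) in MCF7. This is a log2 ratio of unspliced to spliced reads of 2.36 (standard error 0.19, adjusted p = 2.1e-24 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The reads crossing its boundaries unspliced numbered 1316 and 957 in MCF10A and 504 and 482 in MCF7. HNRNPH1 accounted for all 4 of the 15 introns of hnRNP protein genes called higher, and 1 of these introns spans 2 of the others (4 when adjusted over the list alone, camera adjusted p = 3.2e-04 for the list, and adjusted p = 0.21 with an estimated correlation). OGT encodes the enzyme that attaches N-acetylglucosamine to proteins and has a retained intron that responds to the level of this modification. Its intron 4, on chromosome X from 71544636 to 71547906, had 0.587 ± 0.0197 (SD, n = 2) in MCF10A and 0.269 ± 0.0237 (SD, n = 2) in MCF7, a log2 ratio of 1.74 (standard error 0.23, adjusted p = 1.0e-10 from the same edgeR test). RBM5, a regulator of splicing of apoptosis genes, had 0.503 ± 0.0608 (SD, n = 2) in MCF10A and 0.174 ± 0.00320 (SD, n = 2) in MCF7 in its intron 5, a log2 ratio of 2.32 (standard error 0.28).
METTL3, which encodes the enzyme of N6-methyladenosine in mRNA, and THOC1, a subunit of the THO complex of mRNA export, had log2 ratios of 1.30 and 2.80. In the retained intron of SUGP2, in its 3' UTR, the log2 ratio was 1.57. The other genes called higher were ZBTB40, MFSD8, CCDC14, ATG16L2, CCS, PPT2, ARSA, KHDC4 (KIAA0907 in Fig. 2A), LPIN3, LRRC14, SFXN2 and KIAA1217, with log2 ratios of 1.39 in LPIN3 to 7.01 in KIAA1217. The intron of LRRC14 overlaps an exon of the canonical transcript, SFXN2 had 4 boundary reads in each MCF10A library, and KIAA1217 had 0 boundary reads in MCF7. In NRBP2, which encodes a pseudokinase, 10 introns were tested, and 1 was called higher and 5 were called lower. The NRBP2 intron with the largest difference, on chromosome 8 from 143839550 to 143839735, was higher, with a log2 ratio of 1.22 (standard error 0.36, adjusted p = 0.0045 from the same edgeR test). The NRBP2 intron from 143835731 to 143835819 was lower, with an IR ratio of 0.194 in MCF10A and 0.418 in MCF7.
The genes called lower in MCF10A were FNBP1L, an actin regulator of membrane tubulation, CREBZF, a transcriptional cofactor, DNAJC4, METRN and CCN2 (CTGF in Fig. 2A), with log2 ratios of -1.35, -1.92, -1.47, -0.62 and -3.96. METRN did not pass the test with DESeq2 (a log2 ratio of -0.62) or limma (-0.70), and the higher intron of NRBP2 with DESeq2 (1.21) or TMM (0.48). METTL3 and LPIN3 did not pass under TMM, with log2 ratios of 0.55 and 0.64. With the less covered boundary alone, FNBP1L, METRN, NRBP2, METTL3, KHDC4, CCDC14, LPIN3, PPT2, ATG16L2 and MFSD8 did not pass, and with the log2 ratio lowered by its median, NRBP2, METTL3, KHDC4, SUGP2, LPIN3, PPT2 and ARSA did not. The intron of CREBZF overlaps an exon of the canonical transcript. CIRBP, which encodes a cold-inducible RNA-binding protein, had a log2 ratio of 0.56 (standard error 0.55, adjusted p = 0.44 from the same edgeR test), at IR ratios of 0.0854 and 0.0574, well below the point labelled CIRBP in Fig. 2A (read by eye), so it may not be the intron shown there. ZNF783 and MSH5-SAPCD1 had -0.86 and 1.00 and did not pass the test. Their introns, taken by gene name, may not be those of Fig. 2A either. In the authors' deposited comparison, an intron listed as AC004890.2 within the span of ZNF783 had a pooled IR ratio of 0.582 in MCF10A and 0.167 in MCF7. An intron listed as MSH5 within the span of MSH5-SAPCD1 had 0.650 and 0.108.
The largest differences over all introns called lay mostly in introns with few reads. DAP3, a mitochondrial ribosomal protein gene, had an IR ratio of 0.832 ± 0.0176 (SD, n = 2) in MCF10A and 0.0625 ± 0.0227 (SD, n = 2) in MCF7. It had 1 spliced read in each MCF10A library and 36 in each MCF7 library, against 1046 and 942 boundary reads in MCF10A and 1960 and 2009 in MCF7. CLASRP had 12 and 10 spliced reads in MCF7 against 390 and 419 boundary reads. Boundary reads thus far outnumbered spliced reads in MCF7 as well, so the low IR ratios there do not show that these introns are spliced. The introns of DAP3 and CLASRP overlap an exon of the canonical transcript. The other 8 of the 10 largest higher differences, in SEMA4A, AS3MT, ISYNA1, MYO15B, ITGA2B, GAS8, CEBPZOS and ASTL, had at most 2 spliced reads in each MCF10A library. MYO15B and ITGA2B did not pass under TMM, with DESeq2, with a replicate block or with the log2 ratio lowered by its median, and GAS8 with DESeq2 or with the ratio so lowered. With the less covered boundary alone, AS3MT, ISYNA1, MYO15B, ITGA2B, GAS8, CEBPZOS and ASTL did not pass. Among the 10 largest lower differences, the intron of FUBP1, which encodes an activator of MYC transcription, had a log2 ratio of -3.13 (standard error 0.40, adjusted p = 1.2e-11 from the same edgeR test), and that of TOMM40, which encodes the channel of the mitochondrial outer membrane translocase, had -3.16 (standard error 0.41). The introns of FUBP1, TOMM40 and ZC3H6 overlap an exon of the canonical transcript. The rest of these lay in TGFB1I1, MMP19, CCN2, PPFIA3, HSD11B1L, RNF207 and SARM1, with log2 ratios from -7.03 in MMP19 to -2.94 in RNF207. PPFIA3 had 0 boundary reads in MCF10A, and its direction turned to 0.88 when only the less covered boundary was counted. TGFB1I1, ZC3H6, HSD11B1L, RNF207 and SARM1 did not pass with that count, and PPFIA3, ZC3H6 and SARM1 did not pass with DESeq2.
The authors' deposited comparison of the pooled libraries gives p-values of the Audic and Claverie test for 14078 introns. Adjusted here by the Benjamini-Hochberg method over those introns, the authors' p-values were under 0.001 for 962 introns higher and 97 lower in MCF10A. With an IR ratio over 0.4 in a cell line as well, 56 introns of 49 genes remained, 44 higher and 12 lower in MCF10A. By gene name, 23 of the 27 labelled genes were among these. Of the 1366 introns called higher with edgeR, 786 are listed in that comparison with a p-value.

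**Figure D2:**
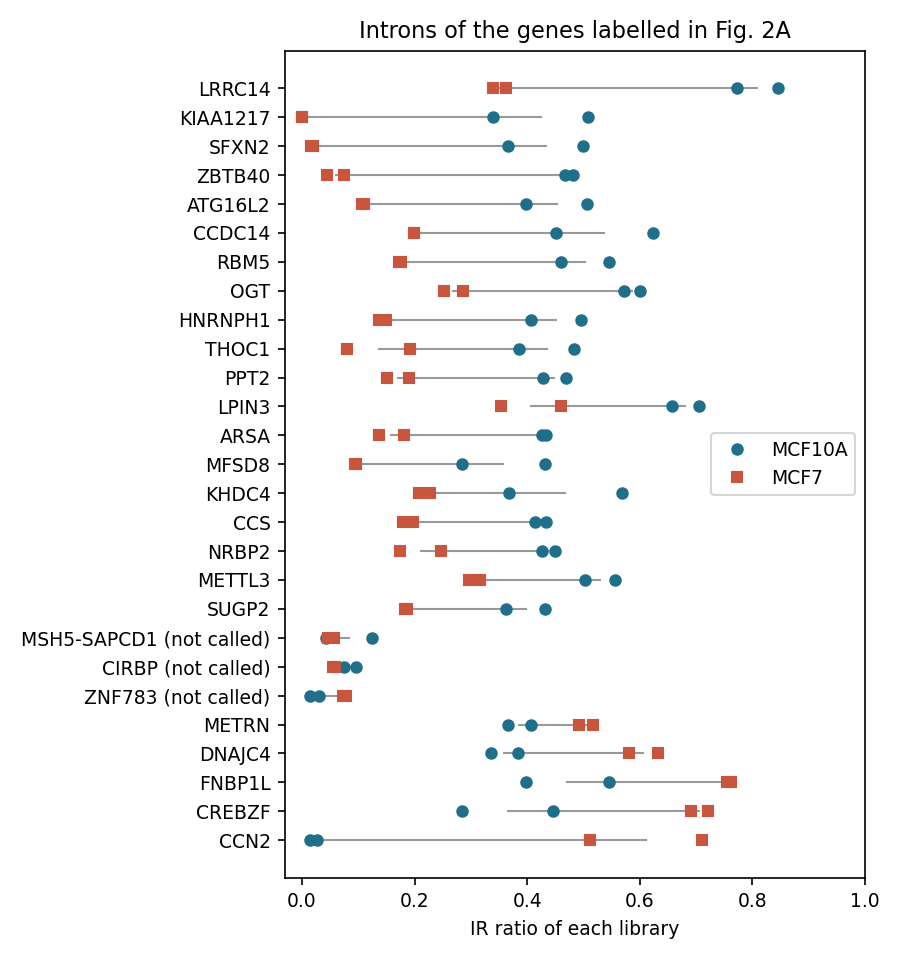
IR ratio of each library (x axis) for the intron with the largest difference in each of the 27 genes labelled in Fig. 2A (y axis), with circles for the 2 MCF10A libraries, squares for the 2 MCF7 libraries and a line between the means. The 3 genes that did not pass the test are marked as not called.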

To identify potential regulators of IR, we correlated IR frequencies in the TCGA-BRCA cohort with expression values (normalized RNA-seq counts) of ~ 23,000 genes (Additional file 2: Table S2). We performed Gene Ontology (GO) enrichment analysis on the top 5% genes with the highest (*r* > 0.41) and lowest (*r* < − 0.27) correlation coefficients to identify potential positive and negative regulators of IR, respectively. We found eight GO terms that were significantly enriched in positively correlated genes (*p*-adj. ≤ 0.05; Fig. 2B). Intriguingly, six of these GO terms were related to RNA splicing, with *DDX39B*, *RBM25*, *PRPF39,* and *SRSF11* being among the genes that most highly correlate with the number of IR events in each sample (Fig. 2C).

The four genes that most strongly anti-correlate with the number of IR events include the mutase PGAM1, the membrane protein encoding SURF4, the mitochondrial transmembrane transporter SLC25A5, and the mitochondrial ATP Synthase F1 Subunit Beta (ATP5F1B) (Fig. 2D). Strikingly, the top 10 most significant GO terms (out of 399) associated with genes that negatively correlate with the number of IR events correspond to mitochondrial processes and cellular energetics (Additional file 1: Fig. S5).

### Highly proliferating cells have fewer IR events

Next, we investigated whether changes in IR frequencies are associated with changes to cellular states. Since the energy demand of a cell is tightly coupled with proliferation, we sought to examine a potential link between doubling times of BrCa cells and the number of IR events in 36 BrCa-related cell lines of the Cancer Cell Line Encyclopedia (CCLE). Indeed, we found that cells with a slower doubling time exhibit a higher number of IR events (Fig. 3A). While this correlation is fairly robust, it should be noted that CCLE doubling times are an error-prone surrogate for cancer cell proliferation.

**Fig. 3:**
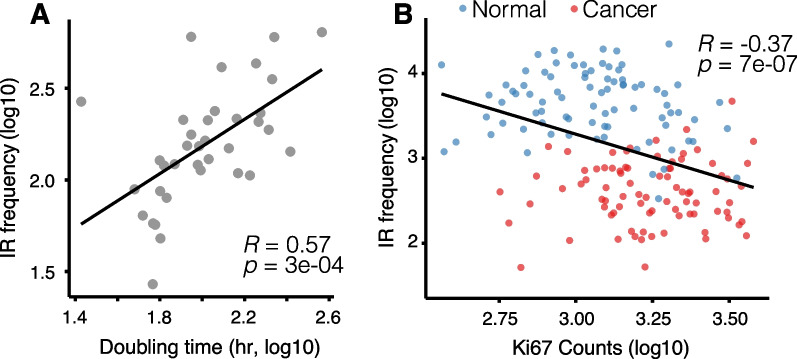
IR and cell proliferation. **A** Cancer Cell Line Encyclopedia (CCLE) cell doubling times (*x*-axis) correlate with number of IR events (*y*-axis). **B** Normalized read counts of proliferation marker Ki-67 anti-correlate with the number of IR events (*y*-axis). Red dots—tumour samples; blue dots—normal breast tissue

To corroborate this result, we also investigated whether a common proliferation marker would inversely correlate with IR frequencies. Since immunohistochemistry (IHC) staining of Ki-67 is unavailable for the TCGA cohort, we tested whether the proliferation rate in tissues might be estimated based on *MKI67* sequencing read counts. The *MKI67* gene encodes the proliferation marker protein Ki-67. Using Human Protein Atlas data, we confirmed that *MKI67* mRNA expression correlates with its Ki-67 protein staining intensities detected by IHC (Additional file 1: Fig. S6A). As expected, normalized *MKI67* read counts were higher in all nine cancers when compared to the respective adjacent normal tissues (Additional file 1: Fig. S6B). This suggests that *MKI67* read counts can be used as a proxy for IHC staining to estimate cellular proliferation rates. *MKI67* expression was also found to be inversely correlated to the doubling time of 36 CCLE cell lines (Additional file 1: Fig. S6C). We observed that the number of IR events in samples of the TCGA-BRCA cohort negatively correlated with the proliferation rate (Fig. 3B). However, no correlation was observed when analysing normal and tumour samples separately (Additional file 1: Fig. S7).

### The role of RNA-Binding Proteins in IR regulation

Next, we investigated genes that were specifically deregulated in BrCa. We identified a set of 150 genes that were *only* differentially expressed between BrCa and normal breast tissues, of which seven were RBPs (Fig. 4A). We calculated the *z*-score of each gene’s log fold change in BrCa versus the log fold change in other cancers in order to estimate the level of specificity of a gene being differentially expressed in BrCa only (Fig. 4B). Among the genes that are highly specifically over-expressed in BrCa are two known RBPs: *ZFP36L2* and *TUT4*. *ZFP36L2* promotes poly(A) tail removal of mRNA transcripts [30], while terminal uridylyl transferase 4 (*TUT4*) adds uridines to deadenylated transcripts [31]. Thus, both RBPs are mediators of mRNA decay, which could explain the observed reduction of IR transcripts in BrCa.

**Fig. 4:**
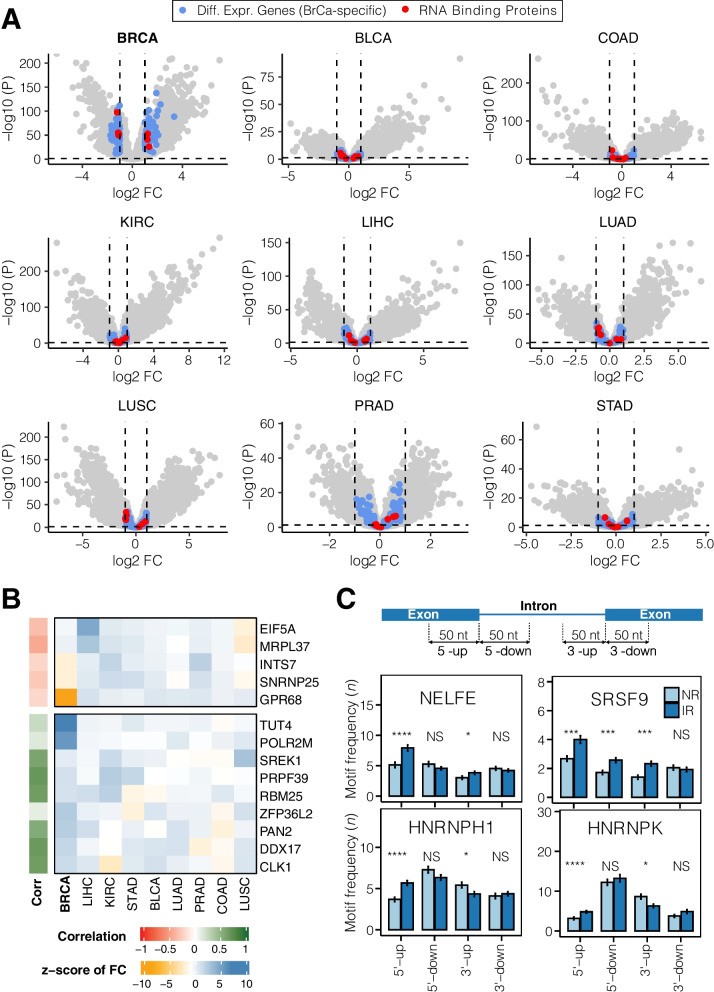
Breast cancer-specific gene expression and RBP analysis. **A** Volcano plots showing differentially expressed genes in nine tumour types vs adjacent healthy tissue. The dashed lines represent the *p* value cut-off (horizontal; *p* < 0.05) and fold change threshold (vertical |*FC*| ≥ 1). See Fig. 1A for cancer-type abbreviations. Highlighted in blue are genes that are exclusively differentially expressed in BrCa, while those in red represent RBPs within this subset. **B** Heatmap of genes specifically differently expressed in BrCa (represented by colour-coded *z*-score). Annotation bar (left) shows the colour-coded correlation coefficient between gene expression and number of IR events in each sample. **C** Bar plots show the frequencies with which known binding motifs occur around the splice sites (50 nt up-/downstream) of differentially retained (IR; dark blue) and non-differentially retained introns (NR; light blue). Differences in average frequencies were determined using Student’s *t* test. *p < 0.05, ***p < 0.001, ****p < 0.0001, NS—not significant

We also determined the frequency by which BrCa-specific genes occur in RNA-related gene sets (*n* = 138) in the Molecular Signatures Database (MSigDB; total ~ 5000 curated gene sets) [32]. While known RBPs such as *ZFP36L2* and *SNRNP25* (part of the minor U12-type spliceosome) are annotated in multiple RNA-related gene sets, other genes, that are specifically differentially expressed in BrCa, did not show any potential RNA-binding capabilities (Additional file 1: Fig. S8A).

In addition, we analysed differentially retained introns for occurrences of RBP binding motifs. We found that differentially retained introns were enriched in NELFE and SRSF9 binding sites in upstream exons (5'-up) and the 3' terminal region, respectively (Fig. 4C). Moreover, retained introns have fewer HNRNPH1 and HNRNPK binding sites in their 3' terminal region compared to non-retained introns (Fig. 4C; Additional file 1: Fig. S8B).

We conclude that RPBs are among the factors that facilitate reduced IR in BrCa by enabling efficient splicing of introns from pre-mRNA transcripts. However, RBPs specifically differentially expressed in BrCa are not among those with enriched binding motifs within and around differentially retained introns. This suggests that more complex, multifaceted regulatory mechanisms are causing the consistent reduction of IR in BrCa.

### Tissue composition affects cancer IR profiles

Since the reduction in IR events in BrCa contrasts with all other cancer types analysed, we examined a possible contribution from the changing cell composition in the tumour microenvironment compared to healthy breast tissue. Gene signature-based and machine learning-based algorithms have been developed to deconvolute the cell-type composition in bulk RNA-sequencing data [33]. To compare cell environmental profiles of TCGA breast tumour samples versus healthy adjacent control samples, we used the cell-type deconvolution algorithm xCell [34], which was trained on 1,822 pure human cell-type-specific transcriptomes extracted from single-cell transcriptome profiling data. xCell analysis revealed that the breast tumour cell composition is distinct from other cancers (Additional file 1: Fig. S9). Among the most enriched cell types in BrCa are T helper cells, mesenchymal stem cells, and basophils. These predictions are supported by recent single-cell BrCa profiling studies [35–37]. Normal breast tissue is enriched in endothelial cells, adipocytes, and dendritic cells (Fig. 5A).

**Fig. 5:**
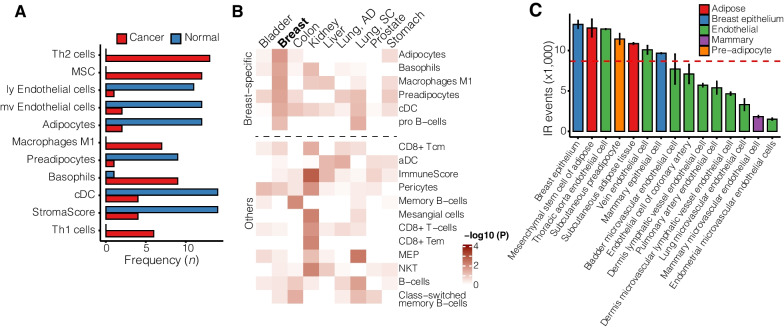
Breast tumour cell composition. **A** Frequently enriched cell types in breast tumours (red) and normal breast tissue (blue). **B** Heatmap illustrating cell-type enrichment in healthy adjacent tissue of nine TCGA cancer cohorts. **C** Abundance of IR events in purified cells. Colours indicate groups of cells belonging to the same family. Dashed red line represent mean number of IR events. Th1/2—T helper 1/2; MSC—mesenchymal stem cell; ly—lymphatic; mv—microvascular; a/cDC—activated/classical dendritic cell; Tcm—T central memory cell; Tem—T effector memory cell; NKT—natural killer T cell; MEP—megakaryocyte–erythroid progenitor cell. ImmuneScore quantifies the enrichment of an immune cell signature including B cells, T cells, DC, eosinophils, macrophages, monocytes, mast cells, neutrophils, and NK cells. StromaScore quantifies the enrichment of a stroma-type cell signature including adipocytes, endothelial cells, and fibroblasts

Indeed, adipocyte and myeloid cell (M1 macrophages, basophils) enrichment are specific to normal breast tissue (Fig. 5B/C), which could explain the IR paradox in BrCa.

To determine whether cell types enriched in normal breast tissue have particularly high IR event frequencies, we retrieved RNA-sequencing data of 66 cell/tissue types from the ENCODE repository (Additional file 3: Table S3). Our analysis suggests that breast epithelial cells have the highest prevalence of IR followed by adipocytes (Fig. 5C), which could explain the drop in IR events in breast tumours.

## Discussion

IR is omnipresent in vertebrate species [2, 38] and affects up to 80% of human protein-coding genes [17]. Numerous studies have highlighted the functional importance of retained introns in a wide range of biological functions including cell differentiation and development [12, 39–42].

Since first reports in 2015 and subsequent confirmatory studies, BrCa has stood in stark contrast to other cancers concerning its burden of IR [28]. Dysregulation of *cis*- and *trans*-modulators can cause aberrant IR in various cancers [28]. For example, Dvinge et al*.* found that snRNA expression changes IR in the MCF7 cell line and to a certain degree in BrCa patient samples. They also showed that splicing factor knockdown can lead to increased IR in triple-negative BrCa (TNBC) [43]. Kim et al*.* found that some BrCa IR events anti-correlate with DNA methylation and that high IR levels in transcripts of migration and invasion inhibitory protein (MIIP) are associated with increased survival in European-American patients with invasive breast carcinoma [44].

We confirmed a consistent reduction of IR events in TCGA breast adenocarcinoma samples compared to adjacent normal breast tissue. While BrCa is the only cancer where this reduction is observed, IR frequencies are, in fact, comparable to those observed in other cancer types. This is due to the excessively large number of IR events in healthy breast tissue. Gascard et al*.* found that IR increases with differentiation state in normal human breast cells with fewer IR events in myoepithelial cells and seven times more events in luminal epithelial cells [45]. Indeed, our results suggest that an important factor in the reduction of IR events in breast tumours is the changing cell composition from adipocyte and epithelial cell-rich breast tissue to lymphocyte-infiltrated breast tumours. Adipocytes and epithelial cells have one of the highest IR frequencies in their transcriptomes compared to other cell types, while lymphocytes are known to have low IR counts [46]. Siang and co-workers have shown in this context that the RBP human antigen R (HuR), which is involved in pre-mRNA processing, is a negative regulator of adipogenesis [47]. Interestingly, Diaz-Muñoz et al*.* demonstrated that HuR binding to introns modulates alternative intron usage [48]. This may contribute to the high IR observed in adipocyte-rich normal breast tissue.

Aberrant IR has previously been associated with disease phenotypes and clinical outcomes. For example, IR in *CMYC* and *SESTRIN1* genes was shown to be a reliable molecular marker separating melanoma from non-melanoma tumours [14] and Sznajder and colleagues have shown that IR can be used as a biomarker in hereditary repeat expansion diseases [15]. Despite marked differences between tumour and normal breast tissue, IR profiles in our analysis also differ between ER^+^ versus ER^−^ tumours. The survival advantages associated with high IR numbers in the Luminal B subtype suggest that this form of alternative splicing should be considered for therapeutic exploitation. However, the exact mechanisms whereby dynamic IR profiles lead to differences in clinical outcomes would be the subject of future studies.

The inverse relationship between IR and cell proliferation has been previously observed in the context of B cell development and T cell activation [46, 49]. Our results demonstrate that the number of IR events positively correlates with longer cancer cell doubling times and that more IR events are associated with slower cell proliferation in BrCa. Our data show that HER2 positive breast tumours have the lowest number of IR events. HER2 is known to induce cell proliferation in human cancers and is associated with poor prognosis in BrCa [50]. These results suggest that IR is a mechanism that counteracts tumour growth and would provide opportunities as therapeutic targets. Interestingly, the tumour suppressor Herstatin, expressed in healthy breast tissue [51], is a splice variant of the oncogene *HER2*, with a retained intron 8 [52]. Herstatin is a secreted autoinhibitor of Her2 [52], and intron 8 retention is regulated by RBPs of the HNRNP1 family (including H1, D, and A2/B1) [53]. Koedoot and co-workers have demonstrated that inhibition of cell proliferation can be achieved via splicing factor knockdown in TNBC [54].

## Conclusions

In summary, our study sheds light on the unique causes and consequences of aberrant splicing in BrCa. The modulation of IR levels may offer novel opportunities for personalized BrCa treatment, especially in hormone- and chemotherapy-resistant subtypes.

## Supplementary Information

**Additional file 1.** Supplementary figures and table.

**Additional file 2.** Correlated analysis between IR frequencies and normalized gene counts from the TCGA-BRCA cohort.

**Additional file 3.** RNA sequencing data of 66 cell/tissue types from the ENCODE repository.

## Data Availability

RNA-sequencing data from MCF7 and MCF10 cells have been deposited at Gene Expression Omnibus (GSE196557). (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE196557).

## Abbreviations

NR: Non-differentially retained introns
BrCa: Breast cancer
CCLE: Cancer Cell Line Encyclopedia
dIR: Differentially retained introns
ER: Oestrogen receptor
FDR: False discovery rate
HER2: Human epidermal growth factor 2
ID: Intron depth
IHC: Immunohistochemistry
IR: Intron retention
MSigDB: Molecular Signatures Database
NMD: Nonsense-mediated decay
PCA: Principal component analysis
PWM: Position weight matrix
RBP: RNA-binding protein
SE: Splice exact
SL: Splice left
SR: Splice right
TCGA: The Cancer Genome Atlas
TNBC: Triple-negative breast cancer

# Supplementary material for: Towards resolution of the intron retention paradox in breast cancer
**Source:** Breast Cancer Res. 2022 Dec 29;24:100. doi: 10.1186/s13058-022-01593-1
**Supplement:** Supplementary file 1 — Additional file 1. Supplementary figures and table.

# Supplementary Materials

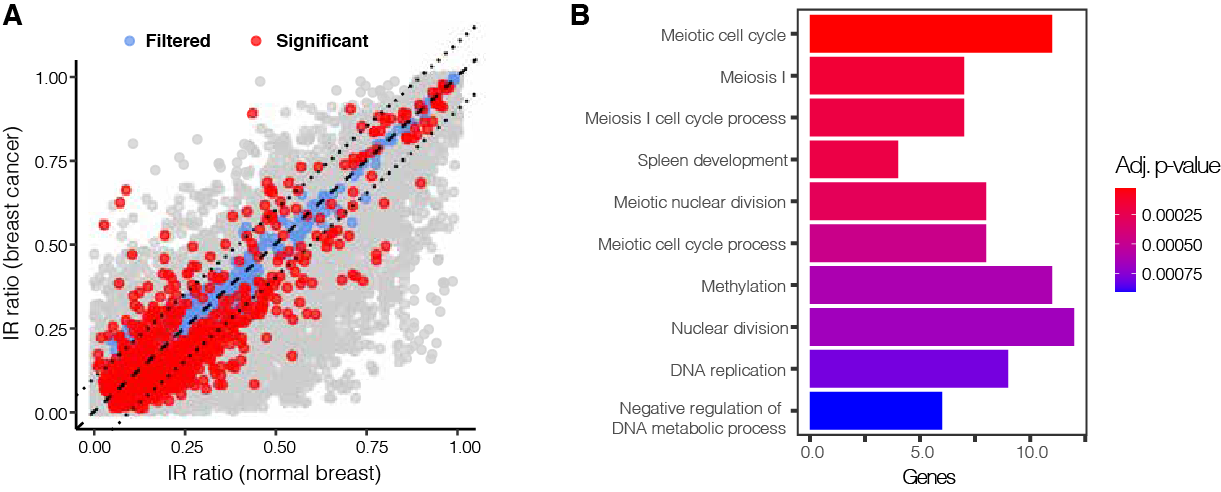

Supplementary Figure 1 Intron retention in breast cancer versus normal adjacent tissue. (A) IR ratios of differentially retained introns in BrCa and normal breast tissue (blue – filtered introns; red – significantly differentially retained introns). (B) Gene Ontology enrichment of genes with reduced IR in BrCa. The analysis is based on n = 150 matched samples.

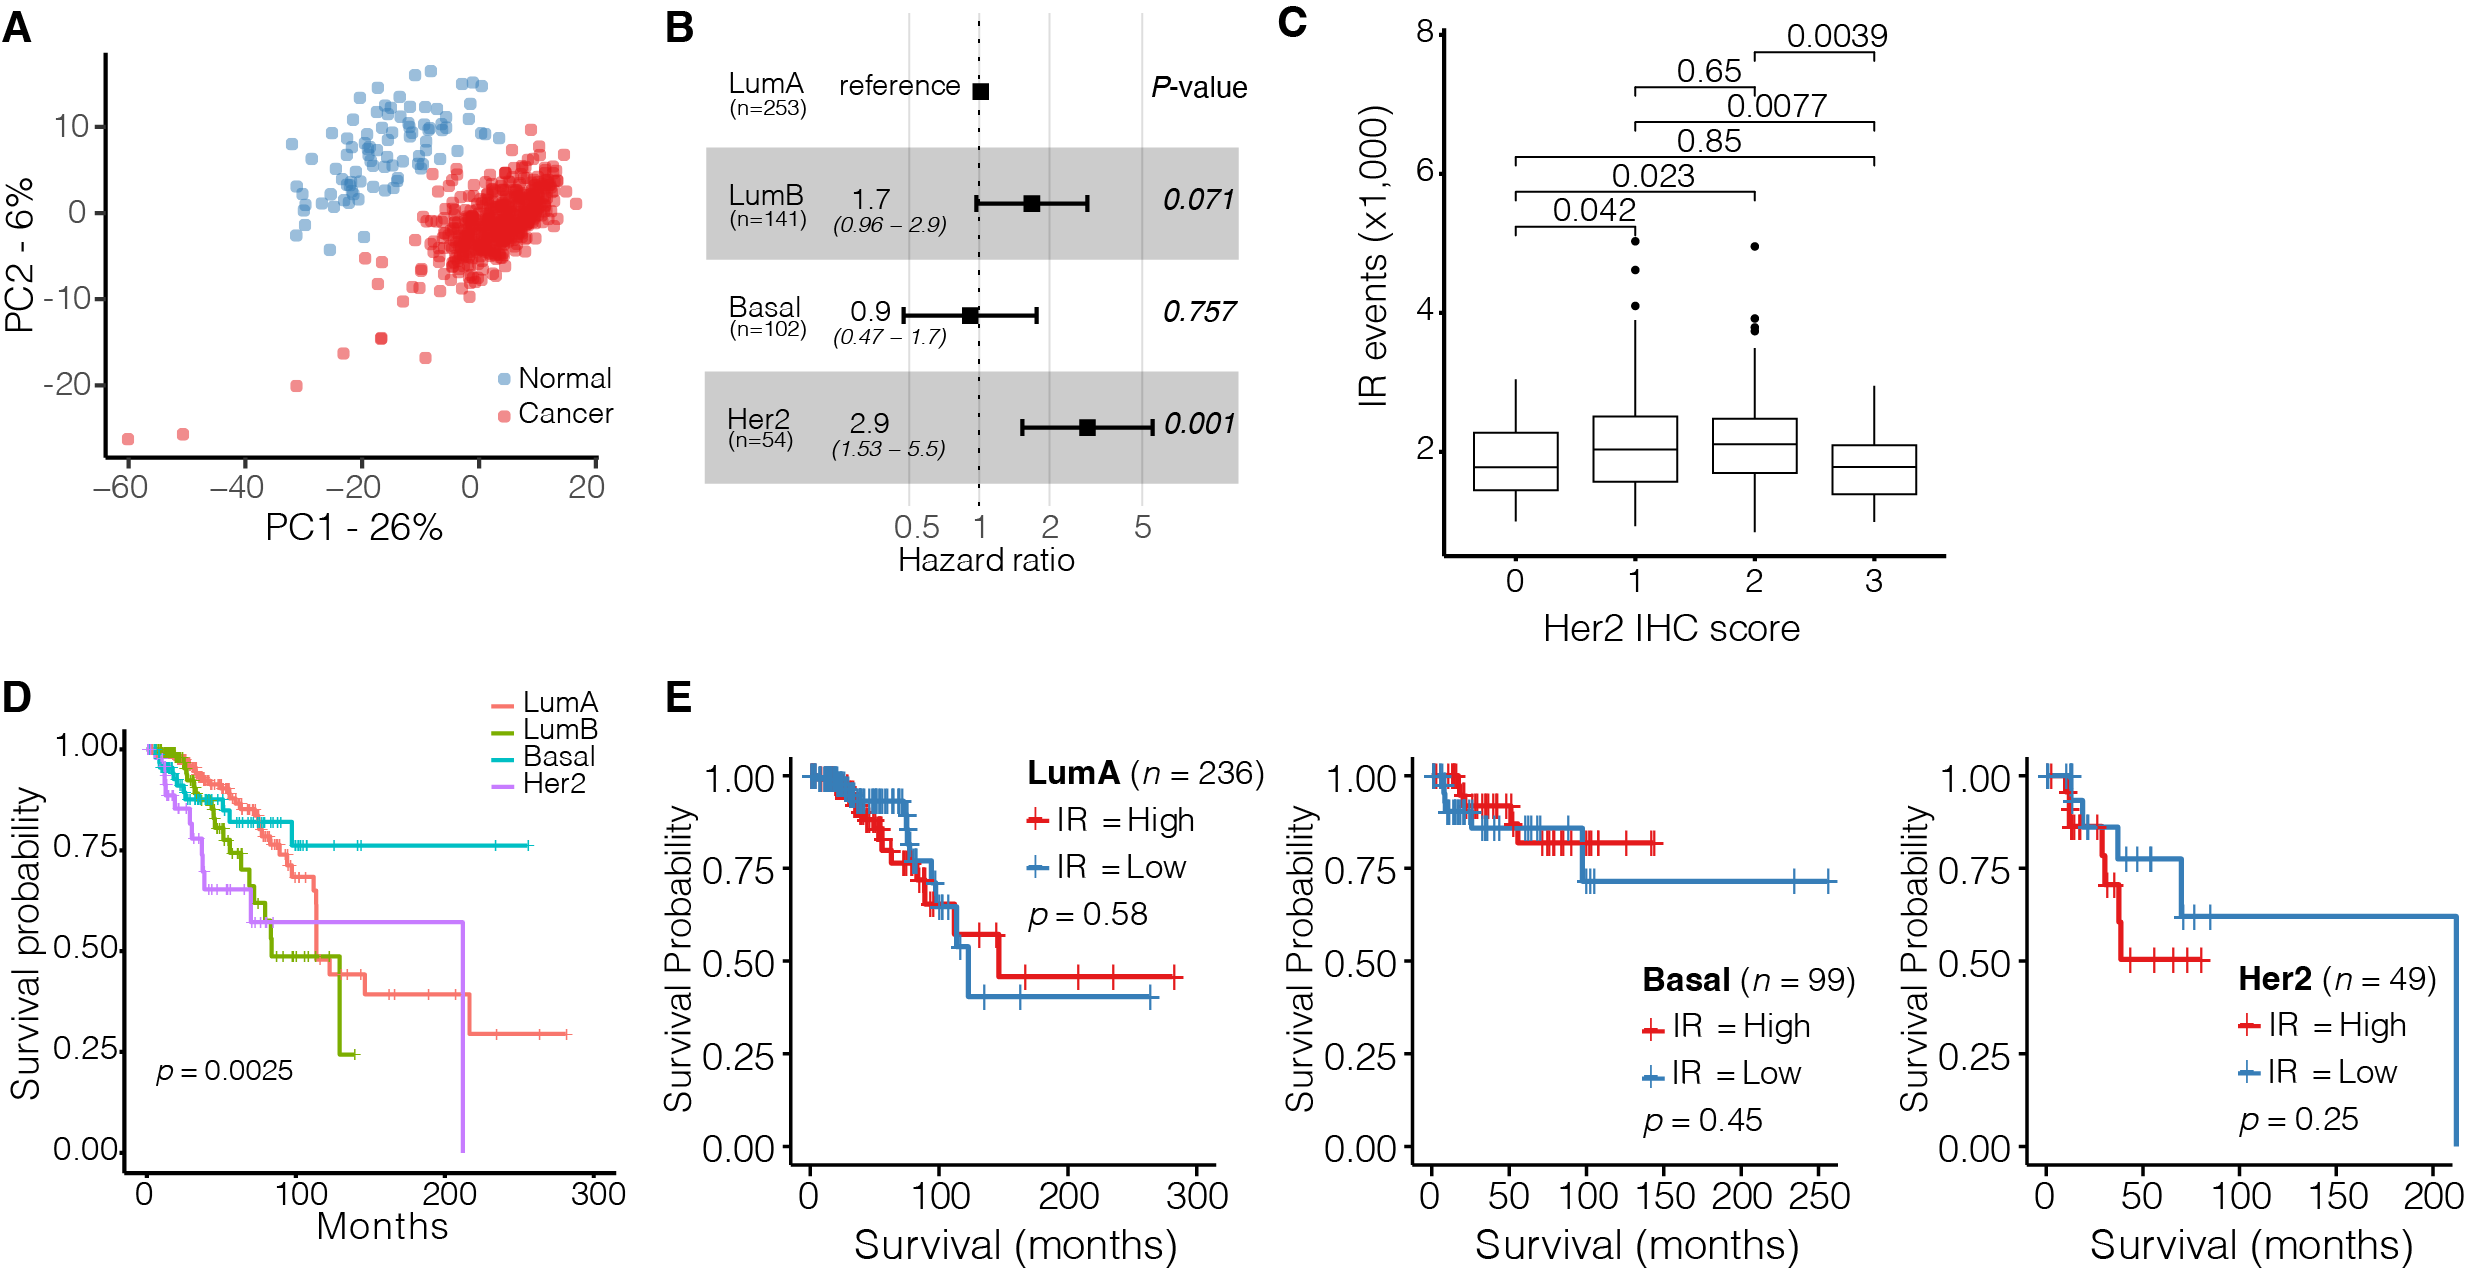

Supplementary Figure 2 Clinical relevance of IR in breast cancer. (A) Principal component analysis (PCA) plot illustrating distinct IR profiles of BrCa (red) and normal breast tissue (blue) samples (*n* = 615). (B) Cox hazard ratio for BrCa subtypes. Luminal A breast cancer was chosen as reference as it is the most benign subtype of BrCa and exhibits the greatest level of IR. (C) Distributions of IR event frequencies in tumour samples were assigned to each of the four HER2 immunohistochemistry (IHC) scores. (D) Kaplan-Meier plot showing the survival probability of BrCa patients with different molecular subtypes. (E) Kaplan-Meier plots comparing survival probabilities with high or low numbers of IR events in different BrCa subtypes.

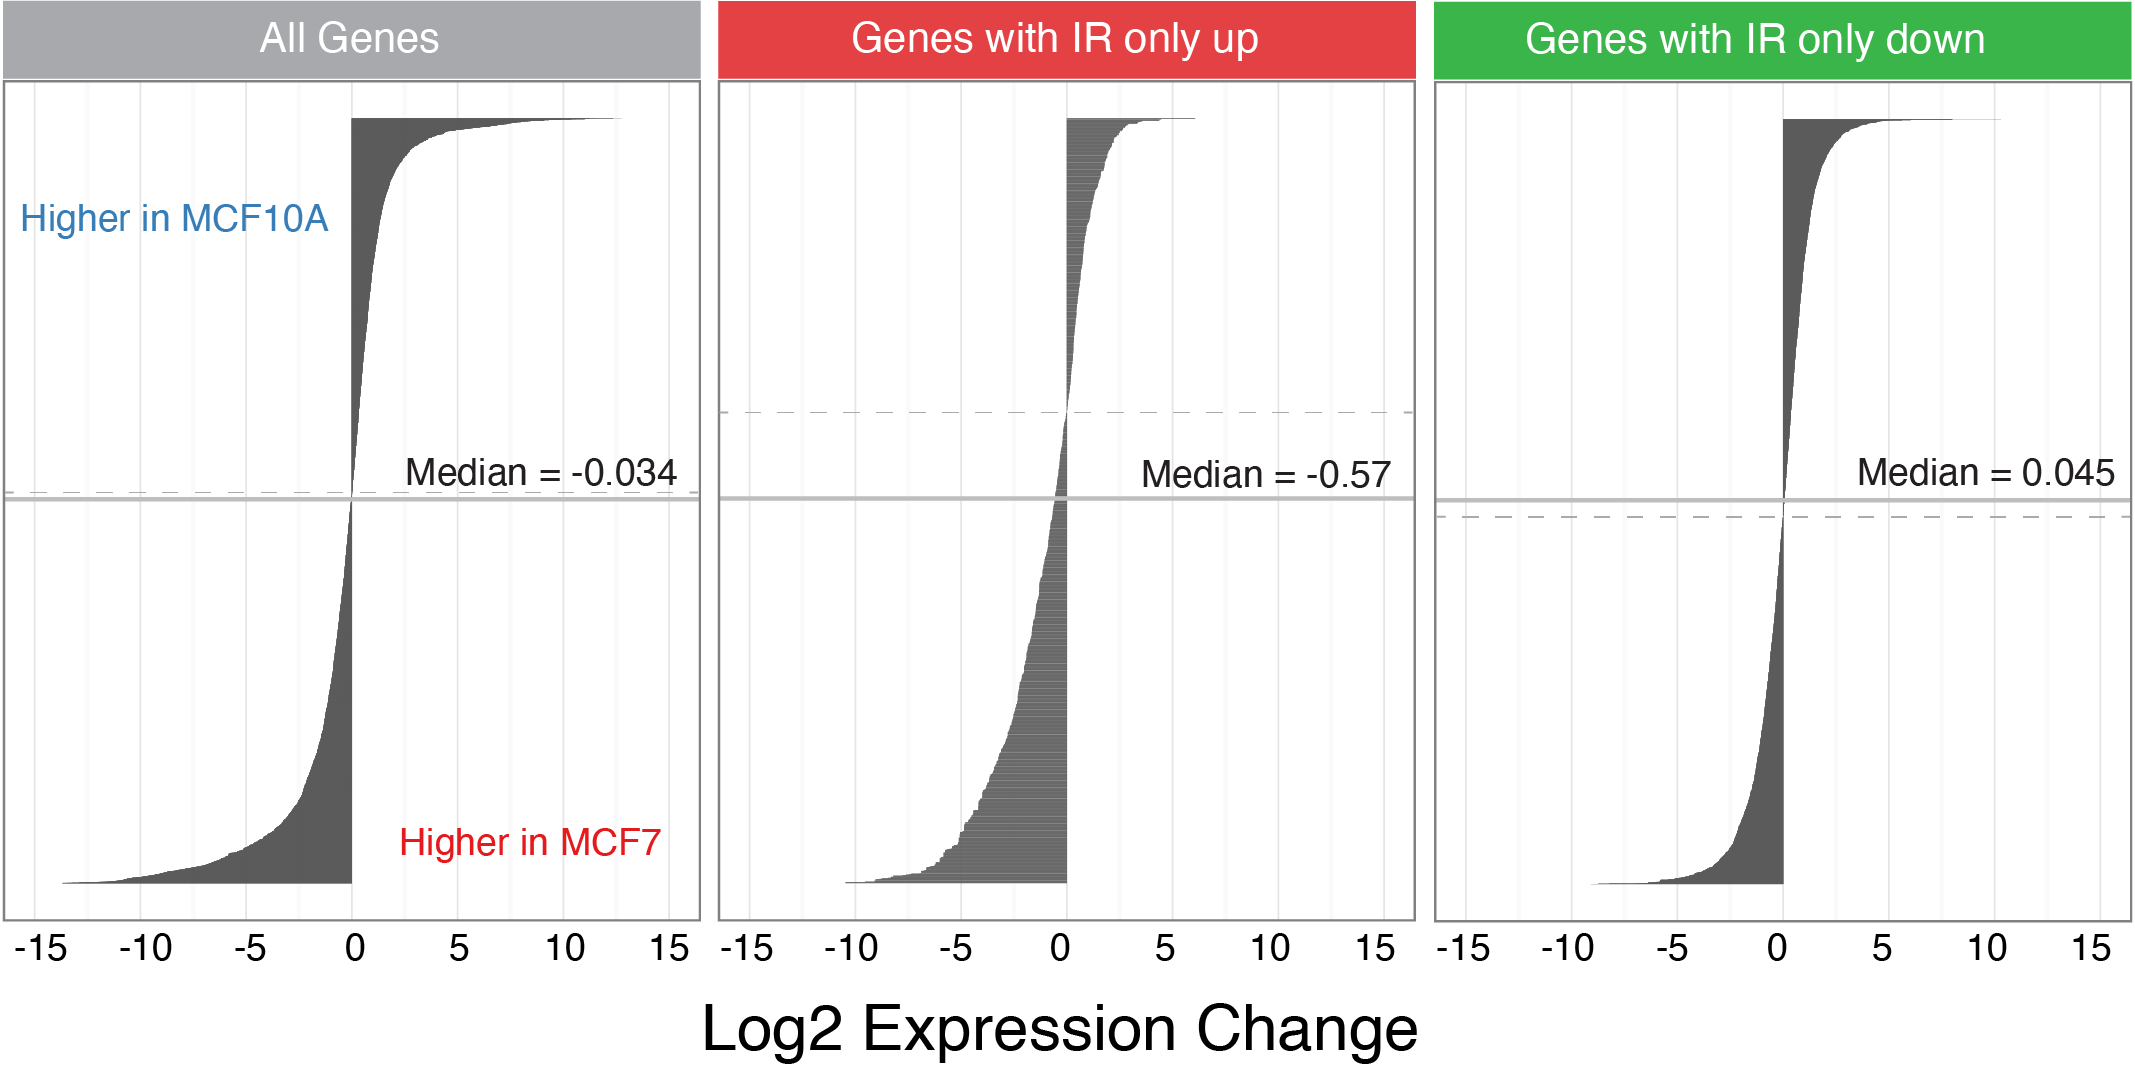

Supplementary Figure 3 Intron retention effects on gene expression. Waterfall plots showing the distribution of all up- and downregulated genes (left), those that have increased (middle) or decreased (right) IR levels in MCF10a vs MCF7. Dashed lines indicate inflection point.

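Genes with only introns of lower retention in MCF10A, such as CCN2, were called higher in expression there in 65 of 151 cases and lower in 14, while genes with introns of higher retention, such as HNRNPH1, RBM5 and SFXN2, were called in both directions or not at all. For the genes with only lower retention, camera gave an adjusted p = 1.2e-04, and an adjusted p = 0.43 with an estimated correlation. The spliced reads of CCN2 had a log2 fold change (MCF10A over MCF7) of 8.60 (standard error 0.35, adjusted p = 7.8e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CCN2 had only 9 and 25 spliced reads in the MCF7 libraries, so its IR ratio there rests on few reads. HNRNPH1 had 456 ± 25.5 CPM (SD, n = 2) in MCF10A and 450 ± 1.14 (SD, n = 2) in MCF7, a log2 fold change of 0.02 (standard error 0.10). RBM5, ARSA, KHDC4, LPIN3, ZBTB40 and KIAA1217, each with an intron of higher retention, were expressed more in MCF10A, with log2 fold changes from 1.01 in LPIN3 to 2.26 in KIAA1217. Below a log2 fold change of 1 fell LPIN3 without MCF7 replicate 1 (0.99) and ZBTB40 without MCF7 replicate 2 (0.97). SFXN2, which encodes a mitochondrial serine transporter, was expressed less, with a log2 fold change of -4.68 (standard error 0.13, adjusted p = 2.0e-07 from the same edgeR test). Its intron of higher retention had 4 boundary reads in each MCF10A library.
The median log2 fold change of the genes with only higher retention lay below that of all genes by -0.07, and by -0.06 to -0.08 over the 4 pairs of one MCF10A and one MCF7 library. With introns called anew without MCF7 replicate 1, MCF7 replicate 2 and MCF10A replicate 1, the differences were -0.15, -0.14 and -0.12. Of the genes in this group, 54.3% had a log2 fold change below 0, against 50.7% of all genes. Their median lay at percentile 12.2 of 10000 random lists of the same size matched on mean expression, whose central 95% ran from -0.12 to 0.04. The median of the genes with only lower retention lay above that of all genes by 0.78, and by 0.65 to 0.89 over the 4 pairs, but by 0.51 with introns called anew without MCF10A replicate 2. Of these genes, 31.1% had a log2 fold change below 0, and their median lay above all random lists, whose central 95% ran from -0.26 to 0.22. Reads spliced over a called intron enter both measures. With the called introns left out of the expression, the differences were -0.04 for the genes with only higher retention (camera adjusted p = 0.75) and 0.52 for those with only lower retention (camera adjusted p = 0.0033, and adjusted p = 0.49 with an estimated correlation).
Of all 13202 genes tested, 2915 were lower and 3427 higher in MCF10A, which sets the scale for the lists below. Of 38 core spliceosome genes, 17 were expressed less in MCF10A (17 when adjusted over the list alone), with an adjusted p = 2.2e-06 from camera and an adjusted p = 0.13 with an estimated correlation. PRPF6 and PRPF3, proteins of the tri-snRNP, had log2 fold changes of -1.95 and -1.87, SF3B4, a subunit of the U2 snRNP, -1.59, and SNRPA1 -1.63. Of 21 hnRNP protein genes, 8 were lower (8 when adjusted over the list alone), HNRNPA2B1 with a log2 fold change of -1.54 among them, with an adjusted p = 8.5e-05 from camera and an adjusted p = 0.14 with an estimated correlation. Among 13 SR protein genes, SRSF3, SRSF7 and SRSF9 were lower, with log2 fold changes of -1.16, -1.08 and -1.09 (SRSF9 at -0.88 without MCF10A replicate 1), and 1 was higher, SRSF12, which had no read in MCF7 (3 and 1 when adjusted over the list alone, camera adjusted p = 0.33). Of 33 splicing kinases and auxiliary splicing factors, 5 were higher and 1 was lower (5 and 1 when adjusted over the list alone, camera adjusted p = 0.64). SRRM2, a scaffold protein of nuclear speckles, had a log2 fold change of 1.84, CLK4 1.56, DDX17 1.31 and DDX39A -1.47.
Cell cycle genes were lower in MCF10A in 19 of 24 cases (19 when adjusted over the list alone), with an adjusted p = 1.6e-07 from camera and an adjusted p = 0.13 with an estimated correlation. The proliferation markers MKI67 and PCNA had log2 fold changes of -1.13 and -1.57, and MCM7 had -2.44. Of 17 genes of nonsense-mediated decay factors, 6 were lower (6 when adjusted over the list alone), with an adjusted p = 0.024 from camera and an adjusted p = 0.20 with an estimated correlation. EIF4A3 and RBM8A, which encode proteins of the exon junction complex, had log2 fold changes of -1.53 and -1.81. Of 44 oxidative phosphorylation genes, 6 were lower (6 when adjusted over the list alone), with an adjusted p = 0.024 from camera and an adjusted p = 0.45 with an estimated correlation. This is a smaller share than the 2915 of 13202 over all genes. COX6C, a subunit of cytochrome c oxidase, had a log2 fold change of -1.98, and SLC25A5, the mitochondrial ADP/ATP carrier, -1.68. Markers of adipocytes, fibroblasts, endothelial and blood cells were higher for 7 and lower for 2 of the 9 genes tested (7 and 2 when adjusted over the list alone, camera adjusted p = 0.10), with CD68 at a log2 fold change of 5.24 and COL3A1 at -4.37.
Of the genes that the paper names elsewhere, TUT4, a terminal uridylyltransferase, was higher in MCF10A, with a log2 fold change of 3.54 (standard error 0.16, adjusted p = 1.5e-06 from the same edgeR test). SNRNP25, a protein of the minor spliceosome, was lower, with -1.80. DDX39B, HNRNPK, ZFP36L2, NELFE, SRSF11, MYC, ERBB2, PGAM1, SESN1 and ATP5F1B changed less than 2-fold, with log2 fold changes from -0.97 in NELFE to 0.80 in SRSF11, while NELFE reached -1.01 and passed without MCF10A replicate 2. RBM25, PRPF39, ELAVL1, SURF4 and MIIP did not pass the test, with log2 fold changes from -0.21 in RBM25 to -0.04 in MIIP. Among the 10 genes with the largest fitted changes in each direction, the chemokine gene CXCL1 was at least 5306-fold higher in MCF10A and the glutathione transferase gene GSTM3 at least 5891-fold lower, each with a floor of 3 reads over the libraries of the other cell line. SPINK6, KRT34, DSG3, MMP2, ABCA8, VCAN, TNFRSF10D and DUOX1 also had no read in MCF7, and DSCAM, C3orf14, AGR3, PCDH10, CBFA2T3, HENMT1 and SPDEF had none in MCF10A. GFRA1, a co-receptor of the RET kinase, had 2 and 0 reads in MCF10A and 21282 and 22516 in MCF7.

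**Figure D3:**
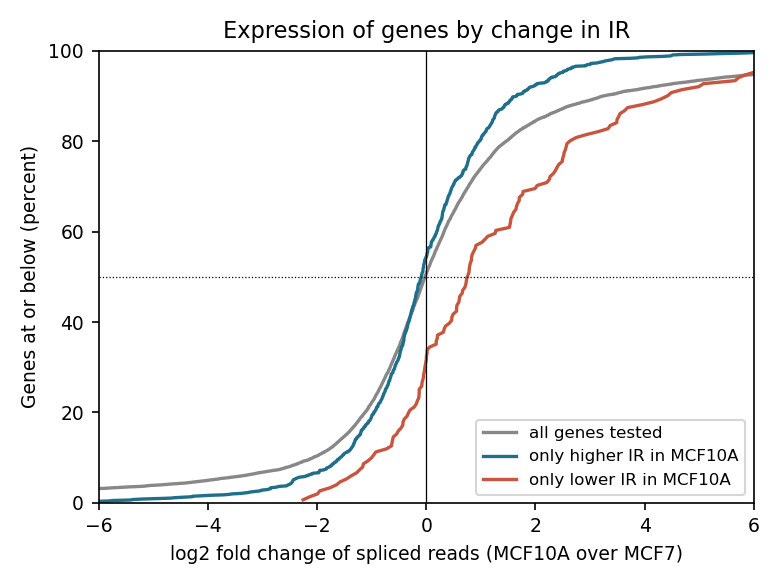
Cumulative percent of genes (y axis) by log2 fold change of spliced reads (MCF10A over MCF7, x axis) for all 13202 genes tested, the 961 genes with only higher and the 151 with only lower IR in MCF10A. The curve of the genes with only lower IR lies to the right of the others over most of its range.

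**Figure D4:**
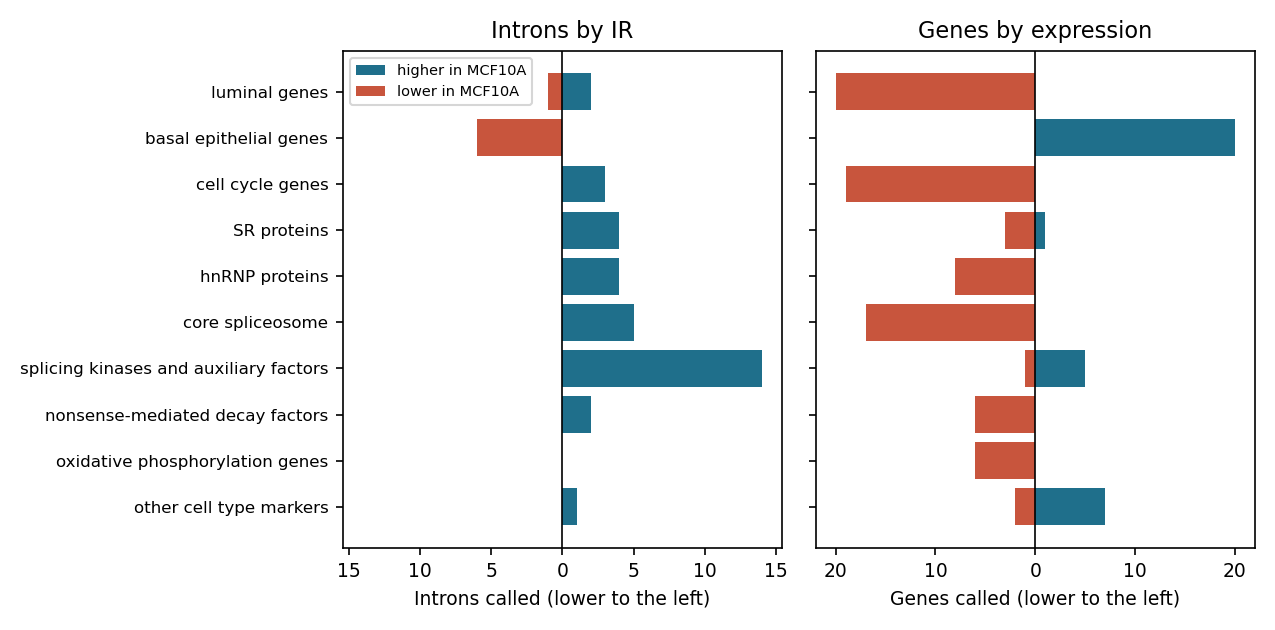
Number of introns called by IR (left) and of genes called by expression (right) for each of 10 gene lists (y axis), with calls higher in MCF10A to the right of 0 and calls lower in MCF10A to the left. The longest bar of the introns is that of splicing kinases and auxiliary factors.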

| **Subtype** | **Cell Line** | **Replicates** | **Source** |
| --- | --- | --- | --- |
| Luminal A | MCF7 | 2 | in-house |
| Luminal B | BT474 | 3 | GSM5413113, GSM5413114, GSM5413115 |
| Basal | BT20 (TNA)  MDA-MB-231 (TNB) | 3/3 | SM5257949, SM5257950, SM5257951  GSM5413110, GSM5413111, GSM5413112 |
| Her2+ | HCC1419 | 3 | GSM4603165, GSM4603166, GSM4603167 |
| Normal | MCF10A | 2 | in-house |

Supplementary Table 1 Sources of mRNA sequencing data of cell lines representative of BrCa subtypes.

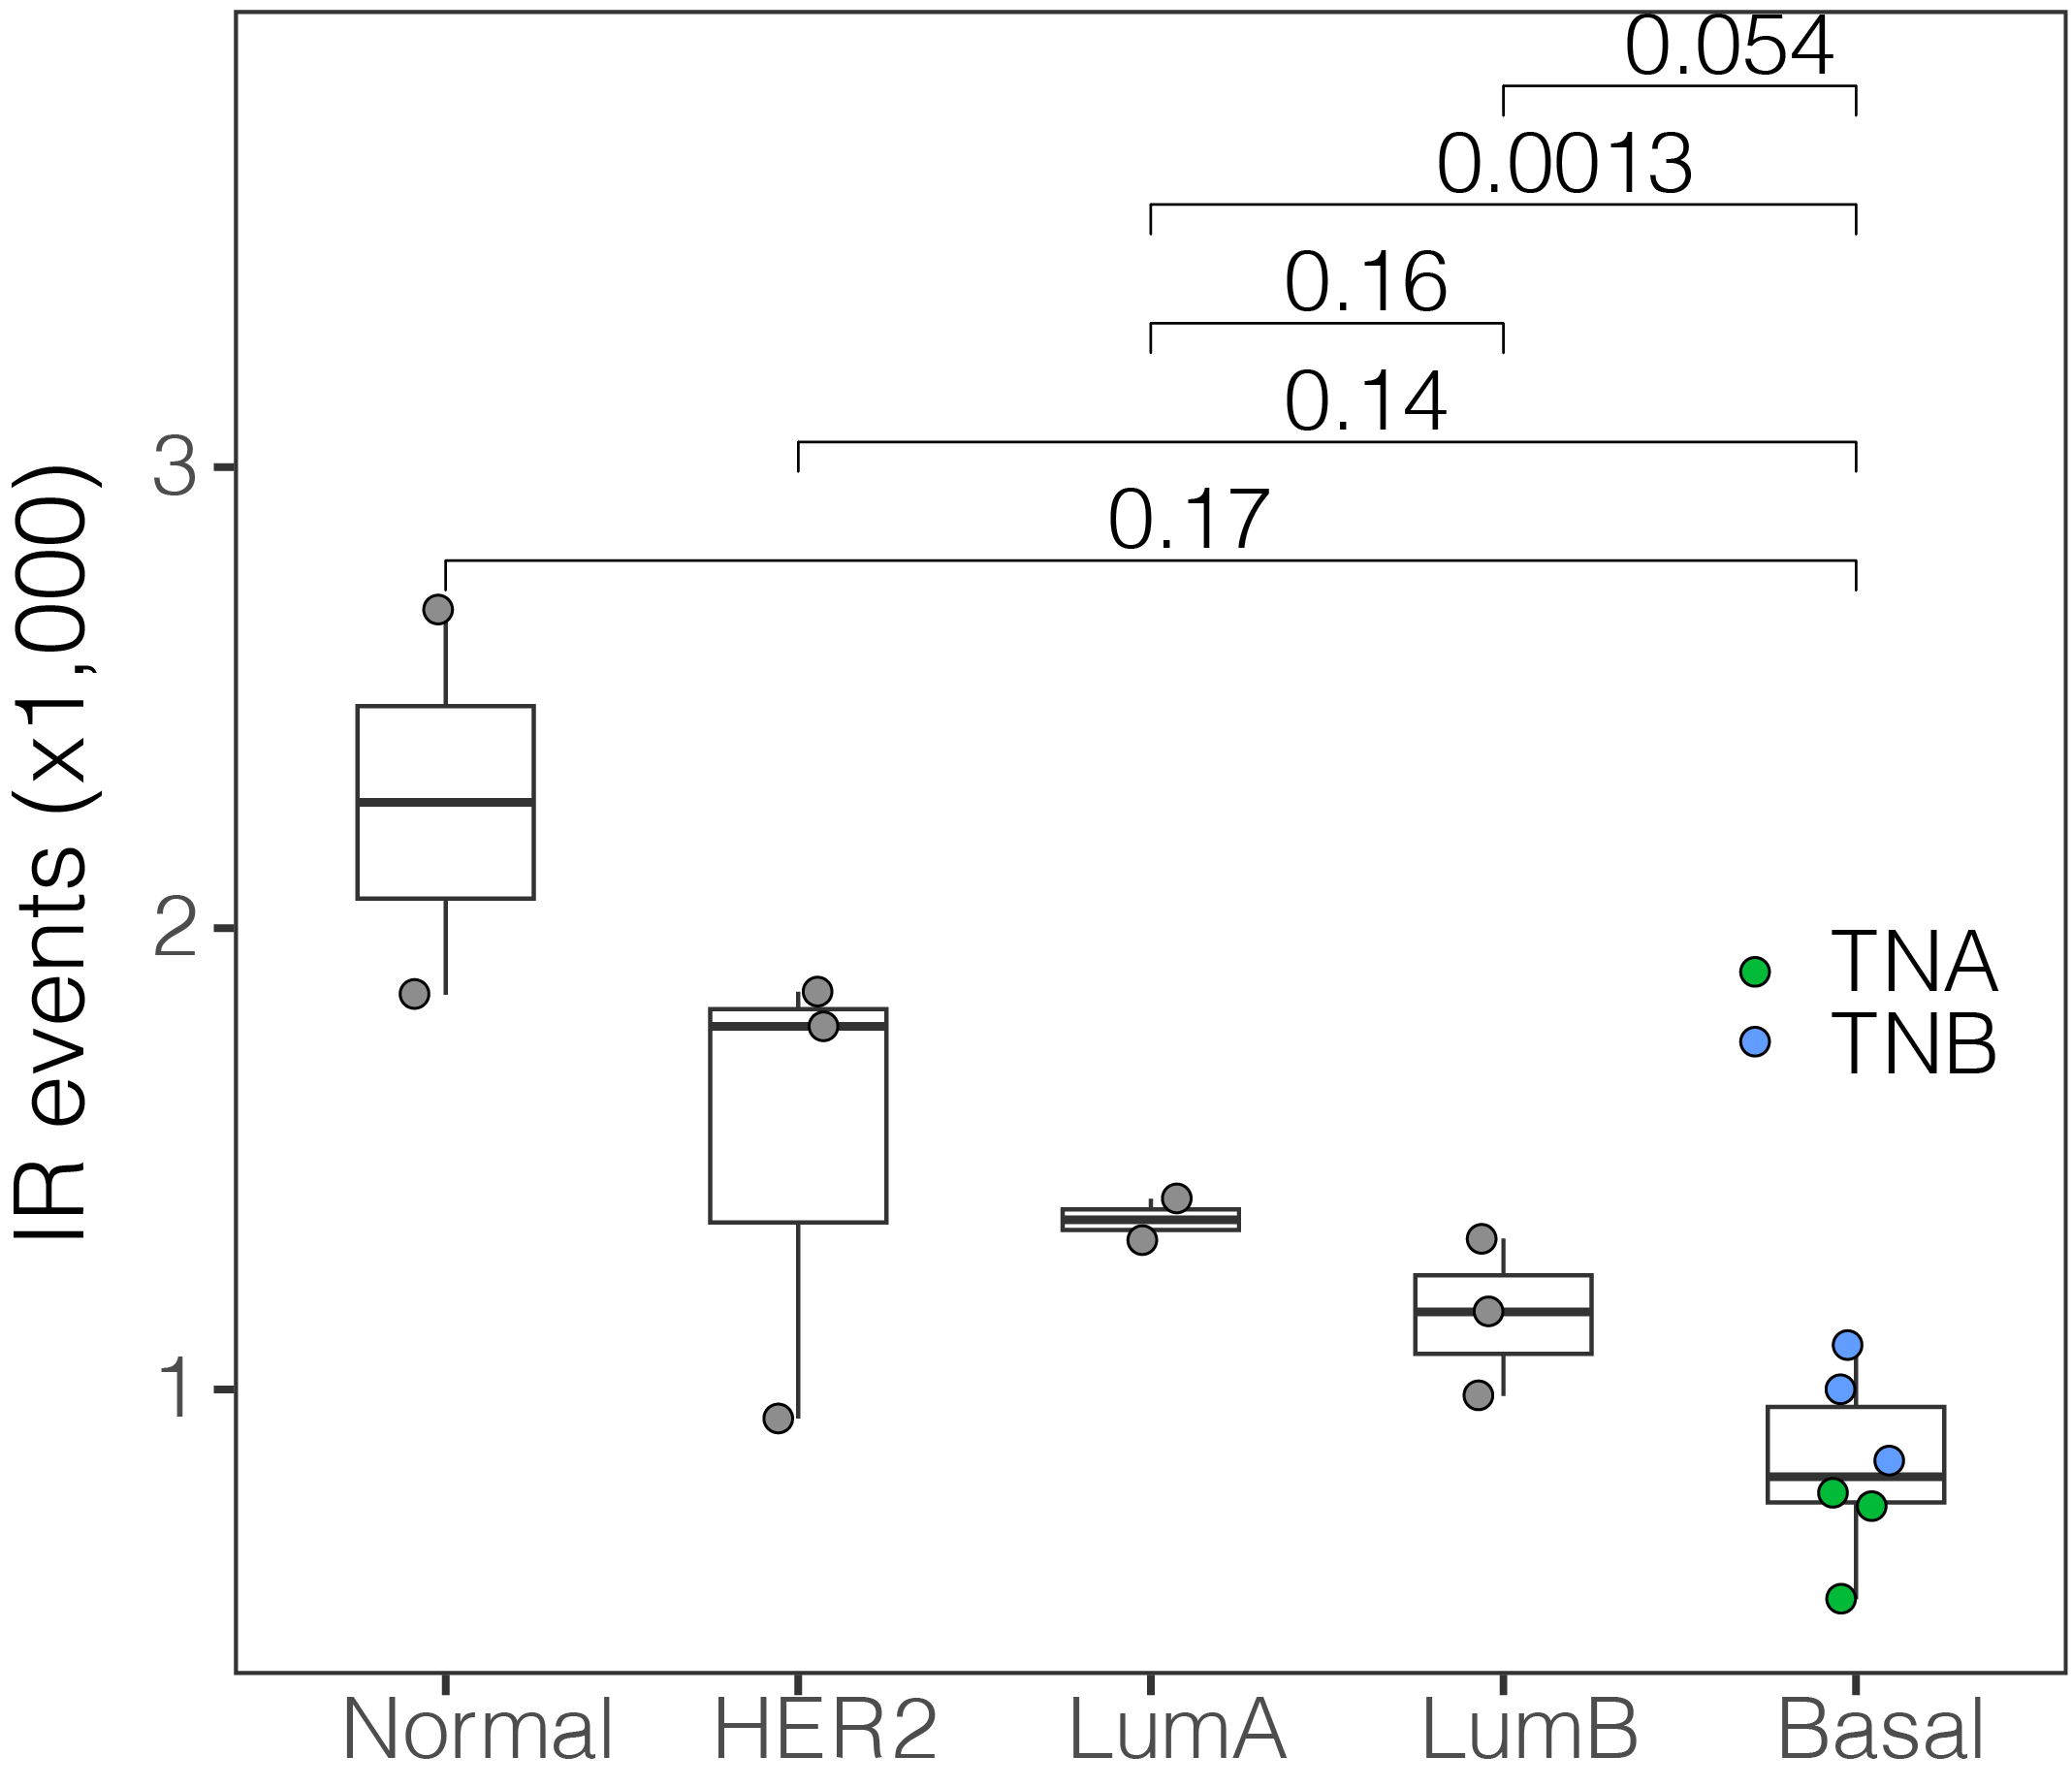

Supplementary Figure 4 IR event frequencies in cell lines representing four major BrCa subtypes. LumA – Luminal A (MCF7 cells); LumB –Luminal B (BT474 cells); TNA – triple negative BrCa A (BT20 cells); TNB triple negative BrCa B (MDA-MB-231 cells), HER2 - human epidermal growth factor receptor 2 positive (HCC1419 cells). Normal breast tissue represented by MCF10A cells. T-tests were used for pair-wise comparisons; p-values are indicated above each pair of subtypes.

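MCF7 cells represent Luminal A in this comparison, and the libraries of MCF7 and of the breast epithelial line MCF10A allow IR events to be counted in both. An IR event was taken as an intron with an IR ratio over 0.1 in a library, among the 14982 introns that pass the criteria of the paper over these 4 libraries. The number of IR events was 5423.5 ± 721 (SD, n = 2) in MCF10A and 2896.5 ± 17.7 (SD, n = 2) in MCF7, 1.87 times as many in MCF10A. The MCF10A libraries had 5933 and 4914 IR events, and the MCF7 libraries 2884 and 2909. Both MCF10A libraries lay above both MCF7 libraries (exact permutation test, two-sided p = 0.333, the smallest p that 2 libraries against 2 allow). The introns of ZBTB40 and KIAA1217 are IR events in MCF10A alone. ZBTB40, which encodes a zinc finger protein, had an IR ratio of 0.474 ± 0.00961 (SD, n = 2) in MCF10A and 0.0596 ± 0.0214 (SD, n = 2) in MCF7, and KIAA1217 had 0.424 ± 0.119 (SD, n = 2) and 0 in both MCF7 libraries. With an IR ratio over 0.2 in place of 0.1, MCF10A had 2105 and MCF7 1210.5 IR events on average. The paper gives no share of samples for its criterion on reads spliced left and right, which was applied here in at least 2 of the 4 libraries. Applied in every library, it left 4198.5 IR events in MCF10A and 2177.5 in MCF7 on average, and without it there were 8863 and 4646. The libraries of the other cell lines in Fig. S4 are not among the libraries analysed here, so the criteria were applied over these 4 libraries alone.

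**Figure D5:**
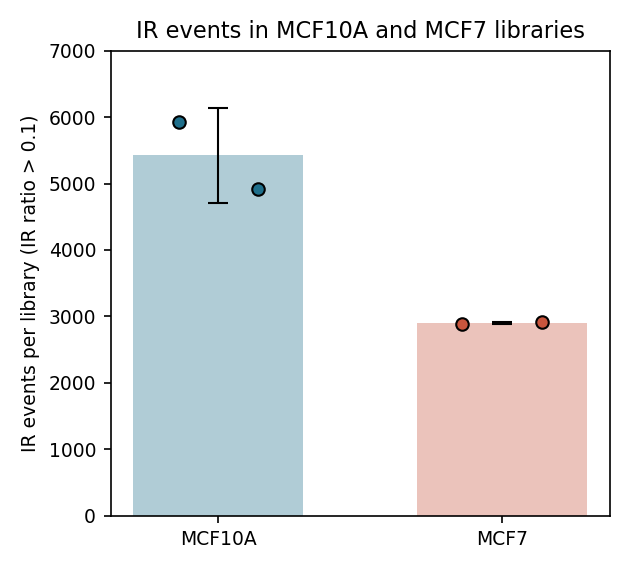
IR events (introns with an IR ratio over 0.1, y axis) in the libraries of MCF10A and MCF7 (x axis). Points stand for the 2 libraries of each cell line, bars for their mean and error bars for the SD. Both MCF10A libraries lie above both MCF7 libraries.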

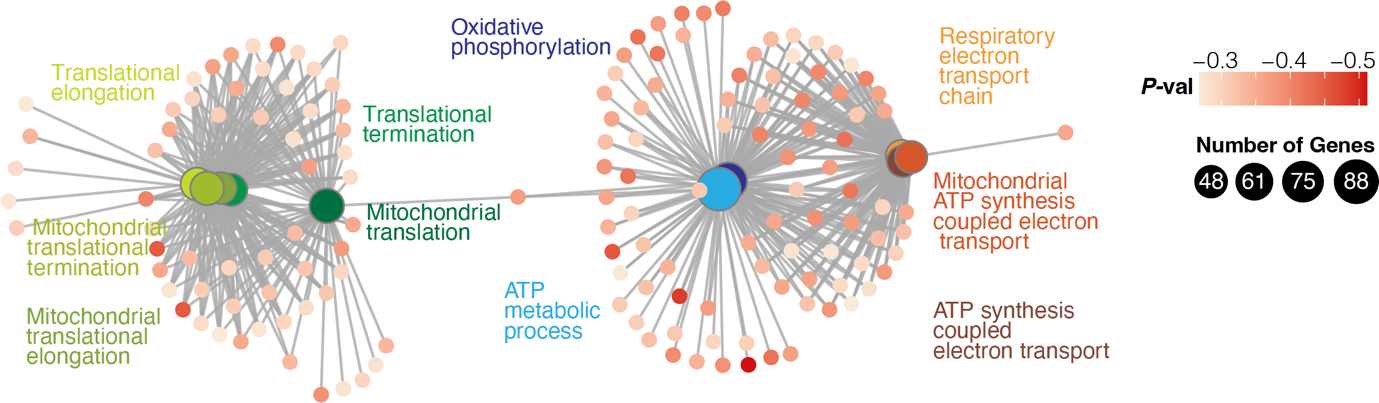

Supplementary Figure 5 Intron retention effects on gene expression. Top 10 most significant GO terms associated with genes that negatively correlated with the number of IR events.

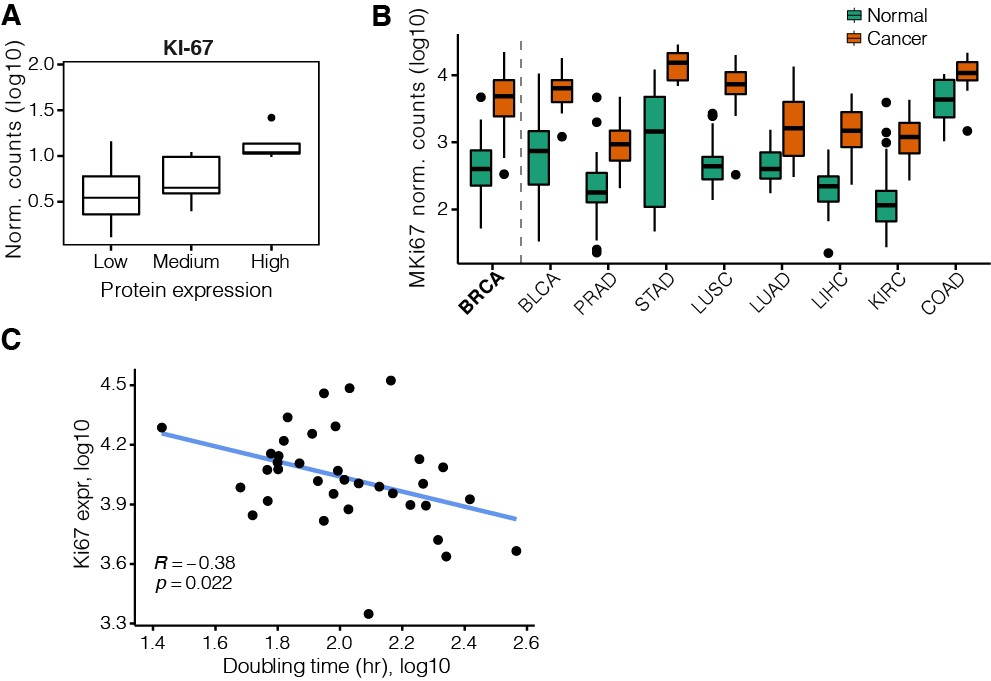

Supplementary Figure 6 Proliferation markers of cancer cells. (A) *MKI67* mRNA expression corresponds to Ki-67 protein levels based on immunohistochemistry data (Human Protein Atlas). Box-whisker plots represent log10 normalised counts of *MKI67* and *PCNA,* two cell proliferation marker genes. Horizontal lines indicate median count number. Dots represent outliers. (B) Normalized *Ki67* read counts used as proliferation index for nine TCGA tumour types. Dots represent outliers. (C) Anti-correlation of *MKI67* expression (normalised read counts; y-axis) and cell doubling time (x-axis) in CCLE BrCa cell lines.

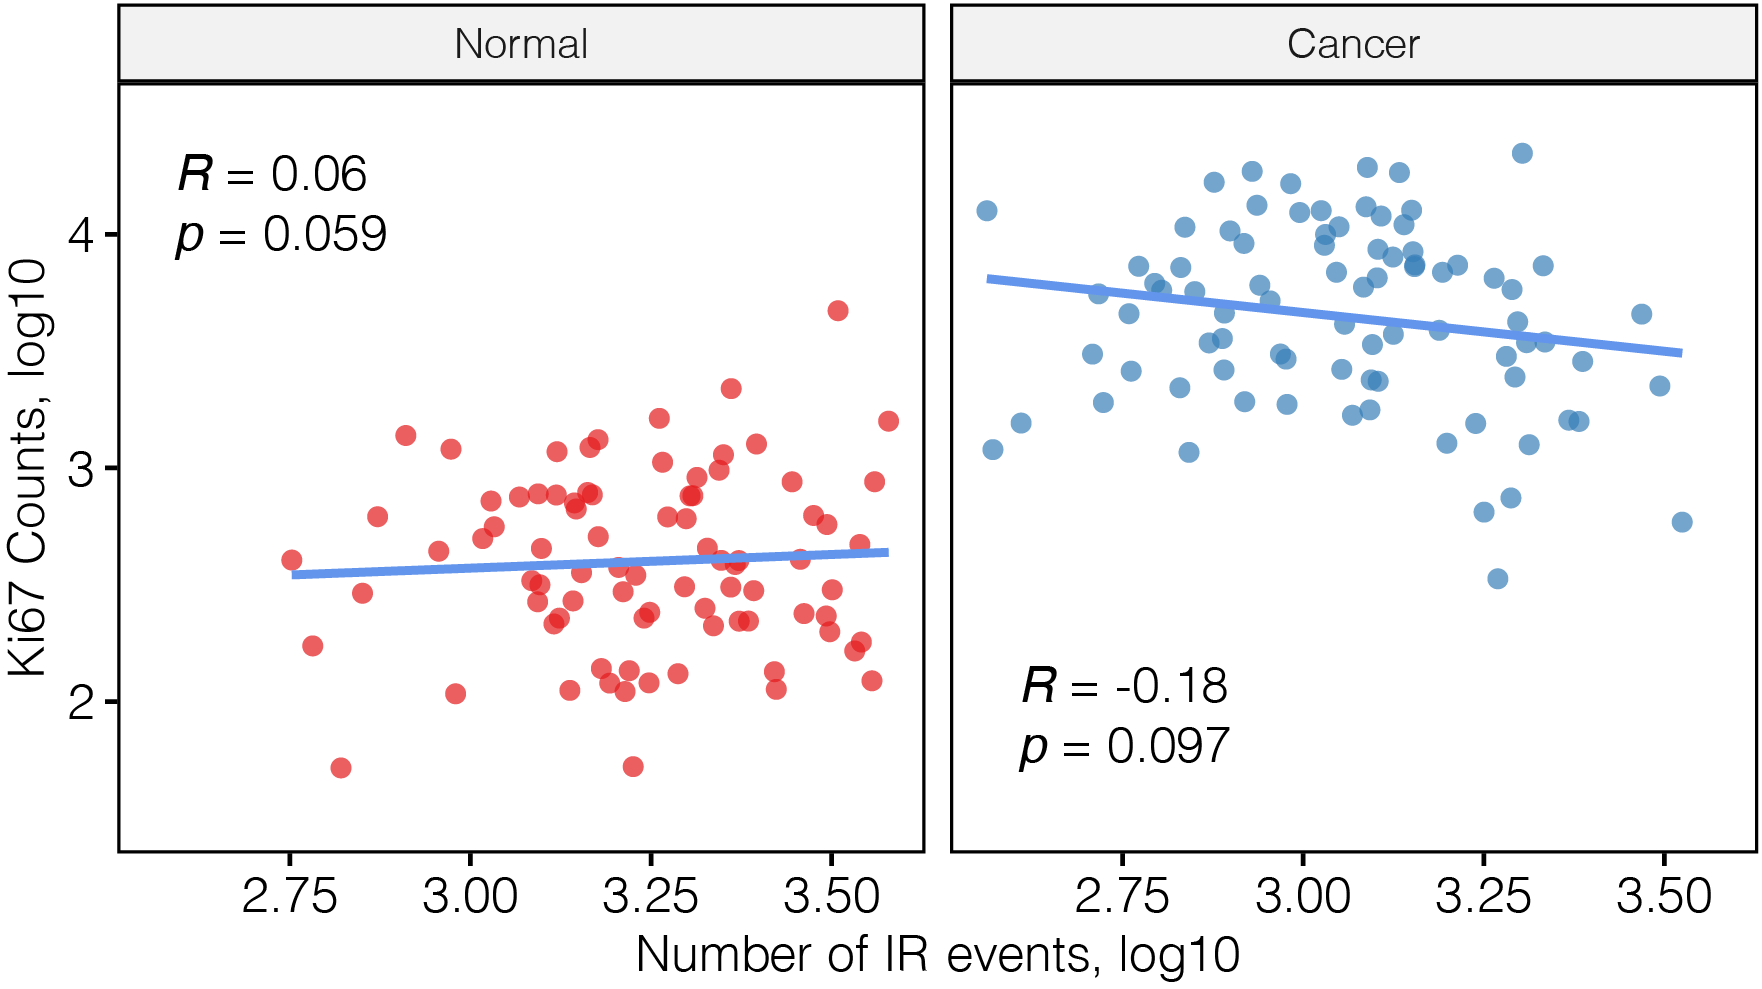

Supplementary Figure 7 IR and cell proliferation. Normalized read counts of proliferation marker Ki67 and number of IR events in normal (left) and tumour samples (right).

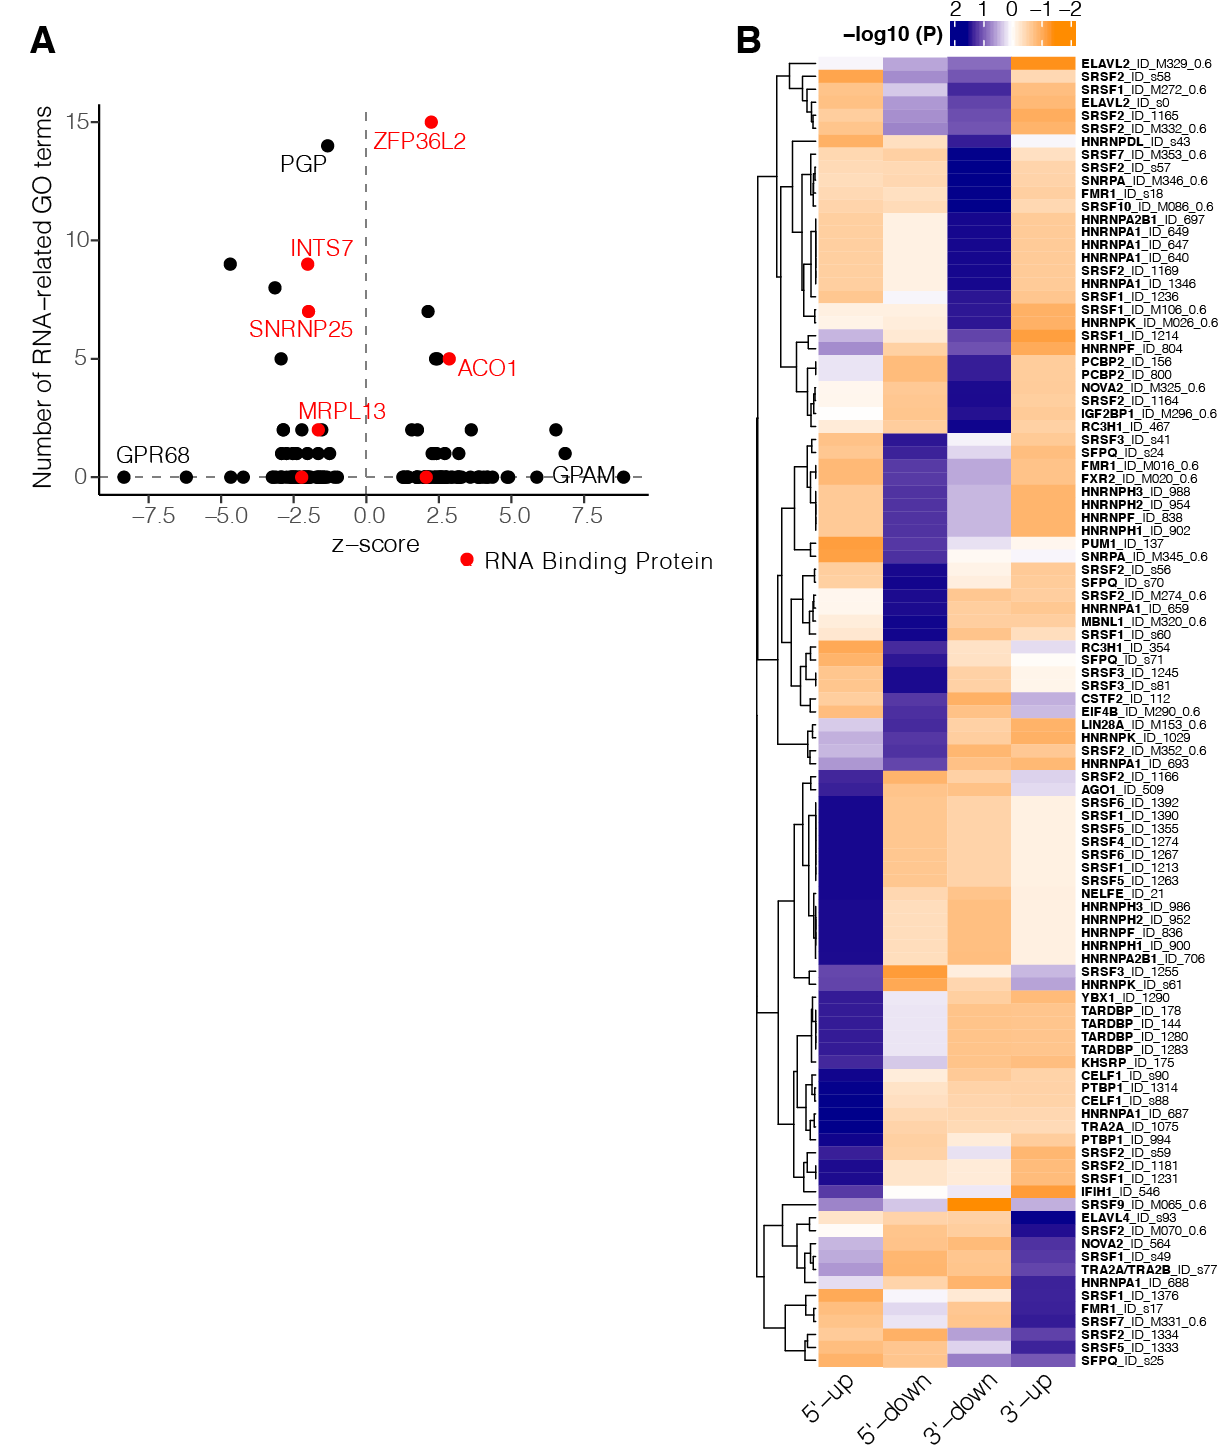

Supplementary Figure 8 RBP motif enrichment. (A) Frequency of BrCa-specific genes occuring in RNA-related gene sets (n = 138) in the Molecular Signatures Database. Highlighted in red are RNA binding proteins. (B) Heatmap of enriched RBP binding motifs.

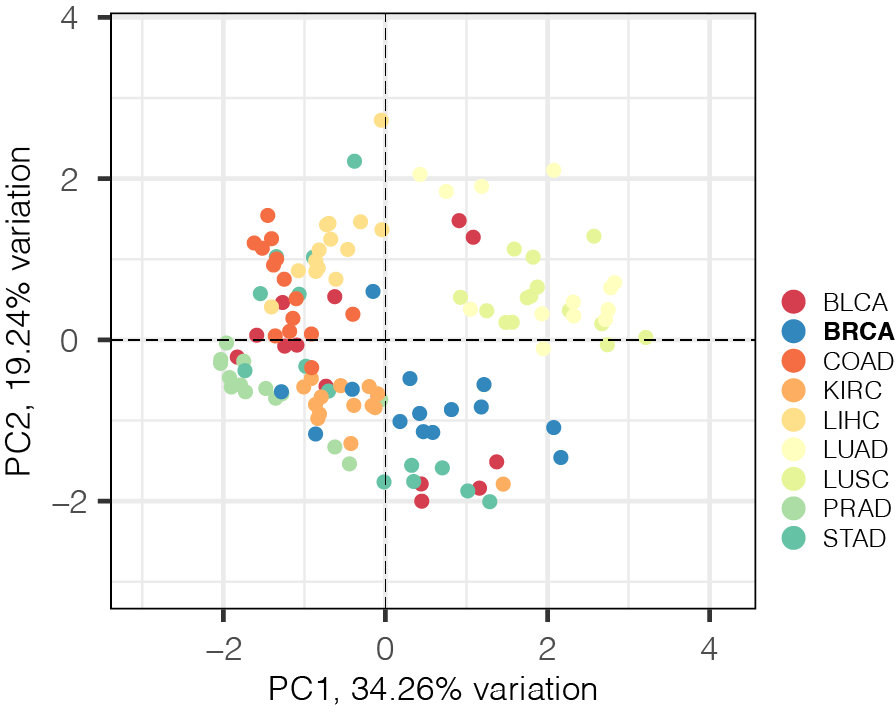

Supplementary Figure 9 Principal component analysis of tumour cell composition profiles.

How the deposited data were processed for this re-analysis (not part of the article)

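Gene expression and intron retention were compared between MCF10A and MCF7 cells in 4 libraries of polyadenylated RNA, 2 of each cell line. The authors deposited 1 table per library and 1 table of their comparison of the pooled libraries. The authors checked the reads with FastQC and aligned them with STAR to hg38 (GRCh38), in versions that the processing notes leave out, and ran IRFinder 1.2.0 with Ensembl release 86. The deposited read counts per intron are raw: reads across the left and right exon-intron boundary, reads spliced at the left end, at the right end and exactly at both ends. The deposited intron depth is a coverage signal, the trimmed number of reads per intron base, not scaled to the library. The deposited coverage and IR ratio are fractions within a library. The IR ratio was checked against the formula of the paper, intron depth over the sum of intron depth and the larger of the reads spliced left and right: for all introns with spliced reads (177265 to 178993 per library), it equals the deposited value within 0.0001 when the coverage stands in for depths under 1. The authors' comparison holds the deposited score of the Audic and Claverie test, an unadjusted p-value, or the code 33 where there is none. It lists 15195 introns, of which 14078 have a p-value, and all of its 60780 library IR ratios equal those of the library tables. The tables are strand-specific output, and if the libraries did not keep the strand, the counts per intron may hold or miss reads where genes overlap. The deposited tables give no replicate other than a number. Nothing in the paper or the labels says that the replicates are separate cultures, so p-values measure only the spread between these samples, which may be technical.
The criteria of the paper were applied over the 4 libraries. An intron was kept with a ratio of reads spliced left to right of 0.7 to 1.3, more than 10 of these reads and coverage over 0.5, each in at least 2 of the 4 libraries (the paper gives no share for the first), and with an IR ratio over 0.05 in at least 50% of the libraries of a cell line. This left 14982 introns, 98.7% with GT-AG ends, with a median of 40 boundary reads over the 4 libraries. An IR event was an intron with an IR ratio over 0.1 in a library. Retention was tested with edgeR 4.0.16 (glmQLFit and glmQLFTest, in R 4.3.3) on 8 columns, boundary reads and spliced reads of each library, as the interaction of read kind and cell line, with a term for each library. The spliced reads were the sum of those spliced left and right, so a read spliced exactly at both ends was counted for each. The fit takes these as separate reads, which can make p-values too small. Both read kinds of a library had the same library size, so the ratio of unspliced to spliced reads was not centred. A call needed a Benjamini-Hochberg adjusted p under 0.05 and a difference in mean IR ratio over 0.1. The sign of a call is that of this difference, and in 6 called introns with few reads, the fitted log2 ratio has the other sign. Positive values mean higher in MCF10A throughout. Standard errors were derived from the log2 value and the F statistic.
Expression of a gene was the sum of exactly spliced reads over its introns, since the tables hold reads per intron, so genes without introns have no value. Of 18923 genes with an intron, 13202 passed filterByExpr. Counts were scaled by TMM and tested with edgeR's quasi-likelihood test, and a call needed an adjusted p under 0.05 and a log2 fold change over 1 in size. Genes with introns called in 1 direction alone formed the groups of Fig. S3 and were compared with all genes by camera (limma 3.58.1) with a preset correlation of 0.01 and with an estimated one, and with 10000 random lists of the same size matched on mean expression. The camera p-values were adjusted over the 2 groups. Between 2 libraries and 2, an exact permutation test cannot go below 0.333.
The genes named follow a rule that, like the gene lists, the tests and most alternatives, was set before the data were examined. It takes the 10 introns with the largest difference in mean IR ratio in each direction among called introns whose libraries do not overlap, 1 per gene, the 27 genes labelled in Fig. 2A with the intron of largest difference, the 10 genes with the largest change of expression in each direction among called genes with at least 100 reads in each library of the higher cell line, the genes named in the text of the paper, and marker genes that check the labels. Other introns of listed genes, and those of NRBP2, were chosen after their values were seen. The 10 gene lists were luminal and oestrogen receptor genes, basal epithelial genes, cell cycle genes, SR proteins, hnRNP proteins, core spliceosome, splicing kinases and auxiliary splicing factors, nonsense-mediated decay factors, oxidative phosphorylation genes, and markers of adipocytes, fibroblasts, endothelial and blood cells. Their camera p-values were adjusted over the 10 lists. SLC25A5 and ATP5F1B, which the paper names, are among the oxidative phosphorylation genes, and COL1A1 is expressed by both cell lines.
The steps were tested on simulated data with 200 changed features among 14982 introns or 13202 genes. All introns had the same dispersion, as had all genes. Recovery needed an adjusted p under 0.05 in the right direction, without the minimum difference in IR ratio or fold change. The retention test recovered 2.5% of introns changed 2-fold, with 0 false among 5 calls, and 44% of introns changed 4-fold, with 3 false among 91 calls. Of the introns changed 4-fold with at least 200 reads, 90.9% were recovered. The expression test recovered 90% of genes changed 2-fold, with 10 false among 190 calls, and 100% of those changed 4-fold, with 12 false among 212.
For retention, the alternatives were TMM over the 8 columns and DESeq2 1.42.0. Limma was also run on the log2 ratio of intron depth to spliced reads, with 1 added to each. The authors' p-values were adjusted over the 5750 introns tested that have one. Other settings were minimum differences in IR ratio of 0.05, 0.2 or none, coverage over 0.7, and introns that IRFinder marks as clean. The rest were more than 40 spliced reads, no criterion on the IR ratio, a replicate block and each library left out. Calls under TMM keep the sign and minimum of the IR ratio difference, which is not centred. Chosen later, the log2 ratio was also centred at its median, with the difference taken from the MCF7 IR ratio moved by that factor. For IR events, other IR ratios, the criterion on reads spliced left and right left out or applied in every library, no IRFinder warning, an IR ratio from boundary reads, and libraries thinned to the lowest total were tried. For expression, DESeq2 with its size factors, other filters and the maximum of the spliced reads over the introns of a gene were tried, and for the groups of Fig. S3 also expression without the called introns. Annotation, sequence and plots were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, pysam 0.24.0 and matplotlib 3.10.9, and tables with data.table 1.17.8. The other cell lines, the patient samples and the perturbation experiments of the paper have no libraries here and were left out.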

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

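The tests of background reads, depth, a common factor and GC content named here were set before their results were seen, and the comparison of GC trends between replicates and the fit centred at the median were chosen afterwards. The paper does not report on the retention or expression of the gene lists below in these cell lines. By expression, luminal, basal and cell cycle genes had more calls than the core spliceosome. As a share of introns, SR proteins (4 of 10) had more higher calls than splicing kinases and auxiliary splicing factors (14 of 72).
In genes of splicing kinases and auxiliary splicing factors, 14 introns had higher retention in MCF10A, TIA1, DDX39B, RBM25 and CLK4 among them. By depth within introns alone, background reads such as genomic DNA made up a small share of the general rise, below the bound set. This depth is a trimmed value, in which scattered reads can be lost. Depth in introns of silent genes is 2.23 times higher in MCF10A. The difference is 0.0112 of the median difference of the introns called higher and 0.0398 of that of all introns tested. For boundary reads, which the retention test counts, this share was not computed, so background reads stay open there. Over 17332 introns of silent genes, these came to 17010 and 20939 in the MCF10A libraries and 11279 and 12021 in the MCF7 libraries. Unequal sequencing depth was a separate test. After thinning to equal totals of exactly spliced reads, the ratio of IR events from boundary reads was 1.90, against 1.85 before. Whether the excess of higher introns is a rise of unspliced reads by about one factor cannot be told apart: expressed introns below the IR ratio criterion rose by 0.649 of the median of the introns tested (0.63 against 0.97 on the log2 scale), between the bounds set. With reads summed over introns, so that those with most reads weigh most, the order was the other way, with 0.45 against 0.14. The share of higher calls after TMM, 73.5%, was to count against it above 67%, but decides nothing, since TMM lowers the median log2 ratio only from 0.97 to 0.28 and the sign and minimum difference of those calls come from IR ratios that are not centred. Centred at the median, 438 introns were higher and 967 lower, and 6 introns of this list were higher and 1 lower. The centring by itself evens out the directions of the fitted log2 ratio, with 1577 introns higher and 1760 lower at an adjusted p under 0.05 from edgeR. The further excess of lower calls came with the minimum difference, taken from the raised MCF7 IR ratio. Neither count decides it. A GC bias met both bounds set for it. The median log2 ratio of the fifth of introns with the highest GC content was 0.237 of that of all introns. Spearman's rho of the log2 ratio with GC content over the introns tested (which are not independent replicates) was -0.31. By pairs, rho was -0.24 to -0.28 between libraries of different cell lines, -0.07 between the MCF10A and -0.005 between the MCF7 libraries. The bias stays open, since it cannot be parted from a difference between the cell lines. A candidate explanation of the other kind, untested here, is that these genes hold introns that stay in the nucleus and respond to the activity of the splicing machinery.
Of the core spliceosome genes, 17 were expressed less in MCF10A, PRPF6 and SNRPB2 among them, and 5 introns of this list had higher retention there. Only 3 genes of the list, SNRPA1, PRPF3 and SNRPE, had an intron called higher, so reads missing from called introns concern at most these. With an estimated correlation, the list had an adjusted p = 0.131. Of 24 cell cycle genes, 19 were lower as well (adjusted p = 0.131 with an estimated correlation), so a slower growth of MCF10A in these cultures may be a candidate explanation, which no value here tests.
In basal epithelial genes, 6 introns had lower retention in MCF10A, all in CCN2 and CCN1, which are expressed far less in MCF7. With at most 14 reads of either kind per intron of CCN2 in each MCF7 library, the IR ratio of MCF7 rests on few molecules. DESeq2 called 7 introns of this list lower. No test parted unspliced precursor of a barely transcribed gene from retention in mature mRNA, and no biological explanation was tested.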

How the results depend on the processing

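The alternatives with MCF7 libraries summed, with the smaller boundary side and with the ratio centred at its median were chosen after seeing the data, as were 2 further definitions of the groups of Fig. S3. Introns with higher retention in MCF10A outnumbered those with lower retention wherever the IR ratio difference was not centred, with 73.5% to 90.9% of the calls. The ratio centred at its median gave 438 higher and 967 lower, by construction without the general rise. TMM with the difference taken from the same moved MCF7 IR ratio gave 518 higher and 839 lower. By the sign of the fitted log2 ratio, with no minimum difference, 60.8% of the introns that passed under TMM were higher. Against 1366 higher and 213 lower, TMM over both read kinds called 792 higher, DESeq2 880 and 107, and limma 366 lower. The authors' p-values, which only 5750 of the introns tested have, gave 803 and 138. By construction, introns without one cannot be called there. Of the 1366 higher introns, 786 have one, and 697 were called again. A minimum difference of 0.05 gave 3369 and 373, none 5014 and 540, and 0.2 gave 407 and 91, by construction. The MCF7 libraries summed gave 131 lower, and the smaller boundary side 411 and 44. With single libraries left out, 794 (without MCF7 replicate 2) to 1284 (without MCF10A replicate 2) were higher and 107 (without MCF7 replicate 1) to 156 (without MCF10A replicate 1) lower, over fewer introns and with the lone library assumed to vary like the others. For the counts not changed by construction, the cause was not tested. IR events in MCF10A stayed 1.61 (without MCF10A replicate 1) to 2.00 (without MCF7 replicate 2) times those of MCF7, and 1.61 to 2.05 over all alternatives. Counts of genes by expression stayed within 3082 to 3718 higher and 2485 to 3132 lower.
Genes with only lower retention kept the direction of their shift under each alternative (0.51 without MCF10A replicate 2 to 0.85), with 0.52 without the called introns, and with an estimated correlation the shift of 0.78 did not pass (adjusted p = 0.43; the cause was not tested). Genes with only higher retention did not pass under any alternative with the preset correlation (shifts -0.15 to -0.03, adjusted p = 0.096 to 0.75). With the estimated correlation, their adjusted p was 0.043 for the authors' p-values with no minimum difference, added later. The lists past the threshold lost their call with the estimated correlation. By expression, the adjusted p was 0.131 for luminal, 0.134 for basal, 0.131 for cell cycle, 0.136 for hnRNP, 0.131 for core spliceosome, 0.198 for nonsense-mediated decay and 0.449 for oxidative phosphorylation genes. By IR it was 0.206 for basal, hnRNP, core spliceosome, splicing kinase and auxiliary, and nonsense-mediated decay genes, and 0.358 for SR proteins.
Among the introns named, the log2 ratio turned in PPFIA3 (0.88) and MSH5-SAPCD1 (-0.50) with the smaller boundary side and in CIRBP under TMM (-0.19) and with the ratio centred at its median (-0.40), while 223 values kept direction and side, 48 kept direction without passing and 1 newly passed. By expression, the direction of uncalled genes turned with the maximum of spliced reads in RBM25 (0.079), SURF4 (0.21) and PRPF39 (0.068), and with the MCF7 libraries summed in HNRNPH1 (-0.019). With single libraries left out, it ran from -0.075 to 0.023 in MIIP, -0.22 to 0.051 in SURF4, -0.030 to 0.098 in HNRNPH1, -0.37 to 0.023 in PRPF39, -0.33 to 0.22 in METRN, -0.11 to 0.46 in CREBZF and -0.35 to 0.25 in MSH5-SAPCD1. In each of these turns, the cause was not tested, and 737 values of expression kept direction and side. Newly past 2-fold were LRRC14 (1.13) and CCDC14 (1.32) with the maximum of spliced reads, PPT2 (-1.44) and NELFE (-1.01) without MCF10A replicates 1 and 2, and NELFE (-1.01) with the MCF7 libraries summed. Below 2-fold fell SRSF9 without MCF10A replicate 1, and LPIN3 and ZBTB40 without an MCF7 replicate or with these summed.
Replicate numbers do not pair the libraries (correlation of replicate differences across introns 0.0005, across genes 0.091). A replicate block gave 1.86 times the IR events, 1245 introns higher and 186 lower, 3418 genes higher and 2932 lower, shifts of -0.07 and 0.79, and among the named introns and genes changed no call other than those of MYO15B and ITGA2B. With a median of 40 boundary reads over the libraries, simulated 4-fold changes were recovered in 44% of introns (90.9% of those with at least 200 reads). Of simulated 2-fold changes, 2.5% were recovered, and 7.69% with at least 200 reads, so depth was not the only limit in the simulation. It changed 200 of 14982 introns, while 5014 higher and 540 lower had an adjusted p under 0.05 from edgeR here. Its rates therefore do not measure what can be called in these data.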

Differences from the paper's values

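The number of IR events in MCF10A is about 2300 in the paper's Fig. S4, read by eye, and was 5423.5 here. In MCF7 it is about 1400 in the paper's Fig. S4, read by eye, and 2896.5 here. Fig. S4 was made over other cell lines as well, whose libraries were not analysed here. Of the alternatives set before the data were examined, an IR ratio over 0.2 (2105 and 1210.5) came closest to the paper's values. Introns without an IRFinder warning (1920.5 and 1081.5) came next. In both settings, the MCF7 count still lay below the paper's by more than its SD (51.6 and 61.5). For MCF7, more than 40 spliced reads (2043) followed. The remaining alternatives lay further off. The order of the cell lines is the paper's in each setting.
The median log2 fold change of all genes is about -0.034 in the paper's Fig. S3, read by eye, and was -0.0205 here, or 0.0205 with the direction turned to MCF7 over MCF10A. Without MCF10A replicate 2 it was -0.0338, and the other alternatives lay further off. A reading by eye may not part values this close. For the genes with only higher retention, the paper's Fig. S3 gives about -0.57, read by eye, against -0.0895 here, and no alternative comes near. The legend of Fig. S3 counts IR as increased or decreased in MCF10A against MCF7, so turning the direction also takes another set than it names. Taken so, as MCF7 over MCF10A, the genes with only higher retention in MCF7 had -0.76. Expression without the called introns (-0.504), no minimum difference in IR ratio (-0.557) and leaving out MCF10A replicate 2 (-0.480) then come within the spread, while the other alternatives do not. This spread is the SD over pairs of one MCF10A and one MCF7 library, which share libraries. A turned value near the paper's is thus no match for that panel. For the genes with only lower retention, the paper's Fig. S3 gives about 0.045, read by eye, against 0.76 here, or 0.0895 for the genes with only lower retention in MCF7 with the direction turned, and no alternative comes within the spread on either scale. The text of the paper names neither the measure of expression nor the threshold of retention behind Fig. S3. Its legend calls the dashed lines inflection points, so the values read by eye may not be medians.
The paper states that higher IR in MCF10A went with reduced gene expression. Here, the 961 genes with only higher retention in MCF10A had a median 0.07 below that of all genes on the log2 scale, with 189 called higher and 183 lower. HNRNPH1 had a log2 fold change of 0.02, RBM5 (1.09) and ARSA (1.67) were higher, and SFXN2 (-4.68) was lower, as the paper's statement has it.
Fig. 2A labels CIRBP (at far higher IR ratios, read by eye, than the intron tested here), ZNF783 and MSH5-SAPCD1, whose introns were not called here, with ZNF783 alone passing under limma on the intron depth. At the thresholds of its legend, the authors' deposited comparison reaches 23 of the 27 labelled genes by name and not these 3 or MFSD8, which was called higher here. Introns past those thresholds do lie within the spans of MSH5-SAPCD1 and ZNF783, listed as MSH5 and AC004890.2. For MSH5-SAPCD1 and ZNF783, the gap may thus be one of naming. Fig. 2A places NRBP2 on the side of lower retention in MCF10A, as do 5 of its introns here, while its intron of largest difference was higher (1.22).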

Other observations

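The tests of U12-type introns, of reads in both measures and of expression matching reported here were set before their results were seen. Introns called lower in MCF10A differed in form from those called higher. The GC trend between the libraries of the cell lines, left open above, would part the calls by GC content in the same direction, so this is not shown to be a trait of the introns. With the ratio centred at its median, 967 introns were lower, and their form was not computed. The 213 lower introns had a median length of 236 bases and a median GC content of 62.3%, the 1366 higher introns 1077 bases and 47.4%, and the 13403 introns not called 807 bases and 51.4%. Of the fifth of introns with the lowest GC content, 338 were higher and 26 lower, and of the fifth with the highest, 150 were higher and 109 lower. Long introns with higher retention lay in TRA2A and TIA1, and short introns with lower retention in METRN, TOMM40 and DNAJC4.
The expression of THOC1, CCS and METTL3, each with a retained intron in MCF10A, was below that of MCF7 by less than 2-fold, with log2 fold changes of -0.58, -0.57 and -0.64, while FNBP1L, with lower retention, had 0.83. OGT, with higher retention, had 0.84 and CCDC14 0.79 (1.32, and called, with the maximum of spliced reads). These genes show both directions among genes with higher retention.
U12-type introns, which the minor spliceosome removes, were tested as the source of the rise, since SNRNP25 of that spliceosome was expressed less in MCF10A. They made up 0.439% of the introns called higher. Of 65 U12-type introns tested, 6 were higher, an odds ratio of 1.01 against other introns (95% interval 0.357 to 2.35, Fisher's exact test, two-sided p = 1), so the rise does not rest on them.
The slightly lower expression of genes with only higher retention was weighed against the power to call an intron. The median of these genes lay at percentile 12.22 of random lists matched on mean expression, so the choice of genes by their expression may be enough to give a difference of this size. Whether reads of the retained intron in both measures added to it cannot be told apart, since the difference of -0.040 left without the called introns is as small as the difference it should explain.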
